# Transcriptomic analysis of the mouse retina after acute and chronic normobaric and hypobaric hypoxia

**DOI:** 10.1038/s41598-021-96150-9

**Published:** 2021-08-17

**Authors:** L. J. A. Ebner, M. Samardzija, F. Storti, V. Todorova, D. Karademir, J. Behr, F. Simpson, M. Thiersch, C. Grimm

**Keywords:** Retina, RNA sequencing

## Abstract

Oxygen delivery to the retinal pigment epithelium and the outer retina is essential for metabolism, function, and survival of photoreceptors. Chronically reduced oxygen supply leads to retinal pathologies in patients and causes age-dependent retinal degeneration in mice. Hypoxia can result from decreased levels of inspired oxygen (normobaric hypoxia) or reduced barometric pressure (hypobaric hypoxia). Since the response of retinal cells to chronic normobaric or hypobaric hypoxia is mostly unknown, we examined the effect of six hypoxic conditions on the retinal transcriptome and photoreceptor morphology. Mice were exposed to short- and long-term normobaric hypoxia at 400 m or hypobaric hypoxia at 3450 m above sea level. Longitudinal studies over 11 weeks in normobaric hypoxia revealed four classes of genes that adapted differentially to the hypoxic condition. Seventeen genes were specifically regulated in hypobaric hypoxia and may affect the structural integrity of the retina, resulting in the shortening of photoreceptor segment length detected in various hypoxic groups. This study shows that retinal cells have the capacity to adapt to long-term hypoxia and that consequences of hypobaric hypoxia differ from those of normobaric hypoxia. Our datasets can be used as references to validate and compare retinal disease models associated with hypoxia.

## Introduction

The retina is one of the most metabolically active tissues in our body^1^ and consumes large amounts of oxygen to maintain its function. Diseases affecting the choriocapillaris and/or the central retinal artery lead to pathological changes including reduced vessel diameter, as well as decreased velocity and oxygen-carrying capacity of red blood cells, resulting in reduced tissue oxygenation (hypoxia). Retinal hypoxia occurs in various retinal diseases such as diabetic retinopathy^2^, ischemic central retinal vein thrombosis^3^, and neovascular age-related macular degeneration (nAMD)^4^. Recent evidence suggests that mild, but chronic hypoxic conditions, that may develop due to reduced choroidal blood flow and volume^5–7^, choroidal ischemia^8^, and accumulation of drusen may also be important for the development and progression of the non-exudative form of AMD^8^. The involvement of hypoxia in disease is further supported by recent computational models showing a strong correlation between hypoxia and retinal thinning during AMD development^9^.

In contrast to potential long-term adaptation of people living in the highlands (reviewed in^10^), ascent to high altitude by a non-acclimatized person can cause acute mountain sickness^11^, memory loss, high-altitude cerebral edema^12^, and high-altitude retinopathy that belongs to the group of hypoxia-regulated diseases^13^. Several studies point to the physiological differences in the adaptation to normobaric versus hypobaric hypoxia. Hypobaric hypoxia leads to greater hypoxemia, hypocapnia, and blood alkalosis, but lower arterial oxygen saturation and ventilation^14,15^. Although several morphological and functional changes have been reported in the hypobaric hypoxic eye, including optic disc swelling^16^, vitreous and retinal hemorrhages, as well as retinal and choroidal blood flow alterations^17–19^, the molecular processes underlying these changes remain mostly unclear.

Since reduced tissue oxygenation and the resulting pathological processes are implicated in many retinal diseases, more insights into the cellular response to acute and chronic hypoxia are necessary to better understand disease development and progression. In this study, we investigated the transcriptomic differences in retinas of six groups of mice that were exposed to either normobaric or hypobaric hypoxia for various durations. Additionally, the impact of different hypoxic conditions on photoreceptor segment length was evaluated.

## Results

### Physiological parameters of mice exposed to hypoxia

To gain understanding of the response of retinal cells to reduced tissue oxygenation, we analyzed the consequences of acute and chronic normobaric and hypobaric hypoxia for the retinal transcriptome in seven groups of mice. Four experimental groups (denoted ‘ZH’) were set to analyze transcriptomic changes during normobaric hypoxia of varying levels (7% or 14% O_2_) and duration (6 h, 48 h, and 11 weeks), and two groups were evaluated in hypobaric hypoxia (denoted 'JFJ') after exposure to reduced barometric pressure (at 3450 m above sea level (masl)) for 48 h or 7 weeks (Table 1). An additional group served as normoxic control. A normobaric concentration of 14% inspired O_2_ was chosen because it corresponds to the hypobaric condition at the high-altitude research station at 3450 masl. This allowed the direct comparison of the consequences induced by normobaric and hypobaric hypoxia.

**Table 1:** Experimental groups.

Nomenclature	O_2_ conc. (%)	Duration (weeks, h)	Location	Altitude (masl)	Barometric pressure (kPa)	Number of mice for RNA seq	Age^#^ (weeks)
Normoxia	21	11 w	ZH	408	97	6	9.5
07-06h-ZH	7	06 h	ZH	408	97	6	10
14-06h-ZH	14	06 h	ZH	408	97	6	9–11
14-48h-ZH	14	48 h	ZH	408	97	6	9–11
14-11w-ZH	14	11 w	ZH	408	97	6	9.5
14-48h-JFJ	≈ 14	48 h	JFJ	3450	65	6	9
14-07w-JFJ	≈ 14	07 w	JFJ	3450	65	6	9

masl: meter above sea level; ZH: Zürich; JFJ: Jungfraujoch high-altitude research station; ^#^age at the beginning of the experiment.

While hypoxic preconditioning by short-term exposure to 7% O_2_ was previously shown to be protective against light damage^20^, a computational model suggests that chronically low O_2_ concentrations below 10 mmHg may cause retinal thinning^9^. Thus, investigating the retinal response to 7% O_2_ may help to understand the events that either lead to protection or degeneration.

The body responds to chronic hypoxia by stimulating erythropoiesis to increase hematocrit and hemoglobin levels, which ultimately improves the oxygen transport capacity of the blood^21,22^. Therefore, we determined hemoglobin levels and hematocrit values in mice subjected to 14% normobaric or hypobaric hypoxia for two days or longer (48 h–11 w). Since in humans hemoglobin levels and hematocrit are usually not significantly influenced within the first 48 h of mild hypoxia^23^, the 6 h time-point was excluded from this analysis. Both hemoglobin and hematocrit levels were elevated in the two long-term hypoxia groups (14-11w-ZH, 14-07w-JFJ) compared to normoxic controls, confirming physiological response to sustained reduced oxygen levels. The short-term (48 h) normobaric hypoxic mice (14-48 h-ZH), however, had hemoglobin and hematocrit values comparable to the normoxic controls. Interestingly, mice exposed to hypobaric hypoxia for 48 h (14-48 h-JFJ) had lower hemoglobin levels than mice in normoxia, and a tendency for reduced hematocrit that did not reach statistical significance (Fig. S1; Table S1).

To test whether hypoxic exposure affects the retina in general, which could influence the transcriptomic analysis, retinal sections of all experimental groups were stained for glial fibrillary acidic protein (GFAP) to test for general tissue stress and activation of Müller glia cells, allograft inflammation factor 1 (AIF1 or IBA1) to investigate potential microglia activation, and Isolectin b4 to address potential effects on the retinal vasculature. The corresponding immunostainings were indistinguishable from normoxic controls (Fig. S2). This suggests that even prolonged hypoxic exposure had no impact on tissue stress or the retinal vasculature.

### Differentially expressed genes in the retina of mice exposed to hypoxia

Preceding note: to increase the readability of the text, we define only the abbreviations of those genes that are specially addressed in the discussion. For the definition of all other gene names, please refer to the respective Ensembl gene webpage (https://www.ensembl.org).

To investigate retinal gene expression in response to acute and chronic normobaric and hypobaric hypoxia, we analyzed the retinal transcriptome of mice from all 7 groups. 

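Transcripts of 25700 genes were measured in 42 retinas, 1 from each mouse and 6 in each of the 7 groups, and 4765 genes gave no signal in any retina. Retinas with the same treatment had similar profiles, with correlations of FPKM between 0.954 and 0.994. The groups were compared in pairs with limma on log2(FPKM + 0.1), and a called gene has an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The labels of the libraries fall into 5 code series. Normoxia and 14-11w-ZH share a series, 14-06h-ZH and 14-48h-ZH share another, and each of the other 3 groups has its own. Only the change after 11 weeks at 14% oxygen, and the change from 6 h to 48 h, are therefore compared within a series. In the other comparisons hypoxia and series change together. Age at the end differs as well. Normoxia and 14-11w-ZH lasted 11 weeks from an age of 9.5 weeks, and 14-07w-JFJ lasted 7 weeks from an age of 9 weeks. The groups of 6 h and 48 h started at 9 to 11 weeks, so these mice were younger than the normoxic mice when their retinas were taken. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were expressed in all 6 mice of Normoxia and of 14-11w-ZH, and in 3 of 6 mice of each other group, so that sex is not balanced between these groups either.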

Since retinas were isolated under different conditions at the research lab in Zurich and the Jungfraujoch (JFJ) research station, we first tested the RNA-Seq data for expression of marker genes specific for the various retinal cell types^24^ to validate the cellular composition of the tissue in each sample. The heat map of normalized counts showed that all samples had comparable expression levels of the marker genes, suggesting that the individual samples had a similar content of retinal cells within and across groups (Fig. S3).

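Rod markers such as *Gnat1* had the highest mean level in every group, at 10.12 ± 0.05 (mean ± SD of log2 FPKM, n = 6) in normoxia. They were lower by a log2 difference of −0.21 (pooled SD 0.04, adjusted exact p = 0.0268) after 6 h at 7% oxygen, by −0.12 (0.07, 0.0353) in 14-48h-JFJ and by −0.07 (0.04, 0.0392) in 14-07w-JFJ. Markers of cones, bipolar, horizontal, amacrine and ganglion cells moved by at most 0.16 in any comparison. Some of these shifts passed the same test, all as higher. In 14-48h-JFJ over normoxia cones were higher by 0.12 (0.06, 0.046), bipolar cells by 0.13 (0.06, 0.0392) and horizontal cells by 0.08 (0.03, 0.0268). Amacrine cells were higher there by 0.07 (0.03, 0.0268) and ganglion cells by 0.12 (0.07, 0.0491). After 7% oxygen horizontal cells were higher by 0.15 (0.04, 0.0268), and in 14-11w-ZH bipolar cells by 0.11 (0.05, 0.0268). Müller glia, the supporting glia of the retina, passed in no comparison. Microglia, the immune cells of the retina, were higher in both hypobaric groups than in normoxia, by 0.28 (0.14, 0.031) and 0.33 (0.14, 0.031). Markers of endothelium, which lines the vessels, were higher by 0.23 (0.11, 0.031) after 7% oxygen and by 0.27 (0.08, 0.0268) and 0.23 (0.08, 0.0268) in the hypobaric groups.
The larger differences lay in tissue from outside the neural retina. Pigment cell markers were higher in 14-48h-JFJ than in 14-48h-ZH by 1.81 (0.77, 0.0392), and between 14-07w-JFJ and 14-11w-ZH the difference was 1.97 (1.01, 0.0542), above the limit of 0.05. Markers of smooth muscle and pericytes were higher by 0.84 (0.46, 0.0392) and 1.04 (0.55, 0.0491), and red blood cell markers by 0.87 (0.41, 0.031) and 0.71 (0.42, 0.031). Stromal fibroblast markers were higher by 0.68 (0.34, 0.0353) in 14-48h-JFJ. Corneal and conjunctival markers were higher than in normoxia by 1.04 (0.37, 0.0268) in 14-06h-ZH, 0.67 (0.26, 0.031) in 14-48h-ZH and 1.17 (0.32, 0.0268) in 14-07w-JFJ, and surface epithelium genes outside the paper's tables by 0.44, 0.22 and 0.42. Lens and skeletal muscle markers passed in no comparison. The lens estimates were nevertheless large, with a wide spread between mice. Over normoxia they were 2.47 (2.77, 0.298) in 14-06h-ZH, 2.03 (2.29, 0.27) in 14-48h-ZH and −1.93 (1.99, 0.241) in 07-06h-ZH, so a difference is not excluded. The paper proposes from its heat map that the samples have a similar content of retinal cells. The mean over each marker list was compared by exact enumeration of the 924 arrangements of 12 mice, adjusted over 136 tests. The smallest p this can give is 0.00216, and a marker mean reflects transcript levels as well as cell numbers.

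**Figure D1:**
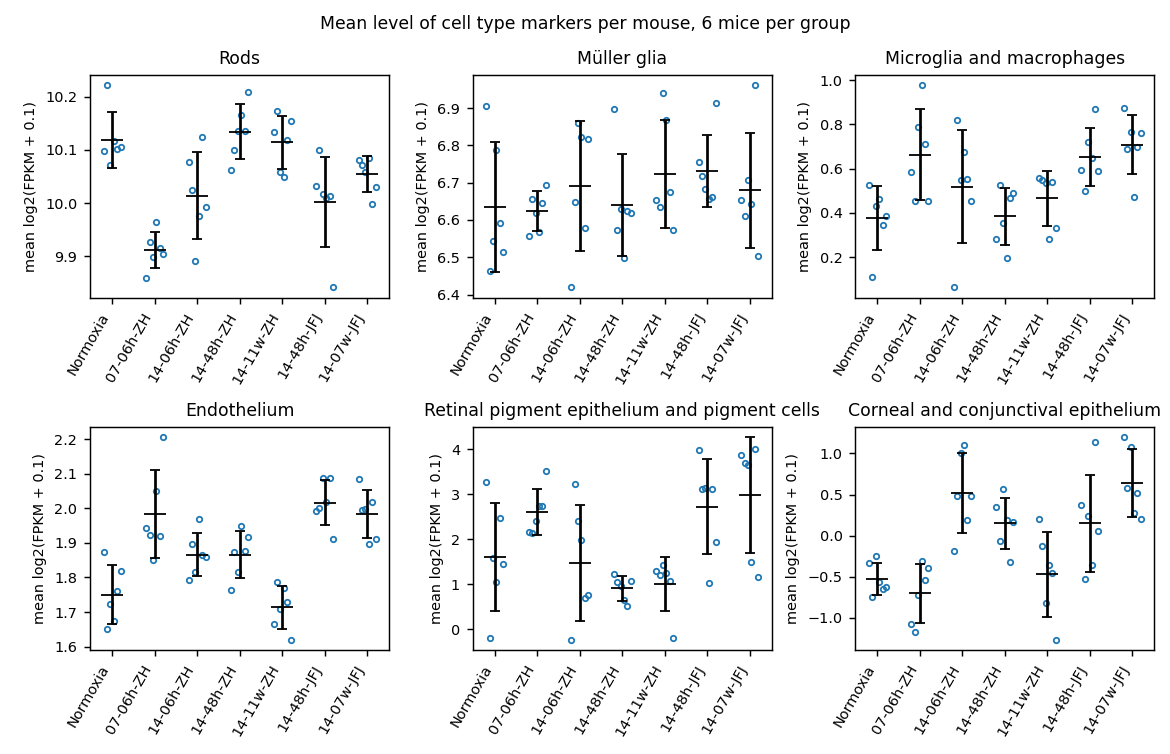
Mean log2(FPKM + 0.1) of the markers of 6 cell types in each mouse, by group. Bars are mean ± SD, n = 6.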

To further validate the RNA-Seq data, we verified the expression of 6 hypoxia-regulated genes, namely *Adm, Bnip3, Egln1, Slc2a1, Pdk1* and *Vegfa* by real-time PCR (Table S2). qPCR data compared best to RNA-Seq data for genes with a fold change above 2, therefore we used a fold change threshold of 2 (log_2_FC of ≥ ± 1) for deep RNA-Seq data analyses. 

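All 6 genes, which are induced through hypoxia-inducible factors, rose after 6 h at 7% oxygen (n = 6 mice per group). *Egln1*, the oxygen sensor that marks these factors for degradation, rose most reliably, by a log2 fold change of 2.58 (SE 0.04, adjusted p = 2.74e-16), and *Adm*, a vessel-dilating peptide, rose most, by 3.20 (SE 0.27, adjusted p = 1.21e-07). *Bnip3*, which acts in mitophagy, rose by 1.77 (SE 0.07, adjusted p = 6.30e-11), and *Pdk1*, which keeps pyruvate out of mitochondria, by 1.51 (SE 0.08, adjusted p = 1.56e-09). The glucose transporter gene *Slc2a1* rose by 0.98 (SE 0.10, adjusted p = 4.02e-06) and the angiogenic factor *Vegfa* by 0.82 (SE 0.07, adjusted p = 6.43e-08). After 6 h at 14% oxygen *Adm* was higher by 1.19 (SE 0.22, adjusted p = 0.000489), *Pdk1* by 0.84 (SE 0.08, adjusted p = 1.46e-06), *Bnip3* by 0.59 (SE 0.07, adjusted p = 2.15e-05) and *Slc2a1* by 0.55 (SE 0.11, adjusted p = 0.0026), whereas *Vegfa* stayed at −0.06 (SE 0.05, adjusted p = 0.388). After 11 weeks *Bnip3* was still higher by 0.43 (SE 0.07, adjusted p = 0.00616), and *Adm* was at 0.46 (SE 0.32, adjusted p = 0.467). The values are from limma on the FPKM; the real-time PCR data are not used here.

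**Figure D2:**
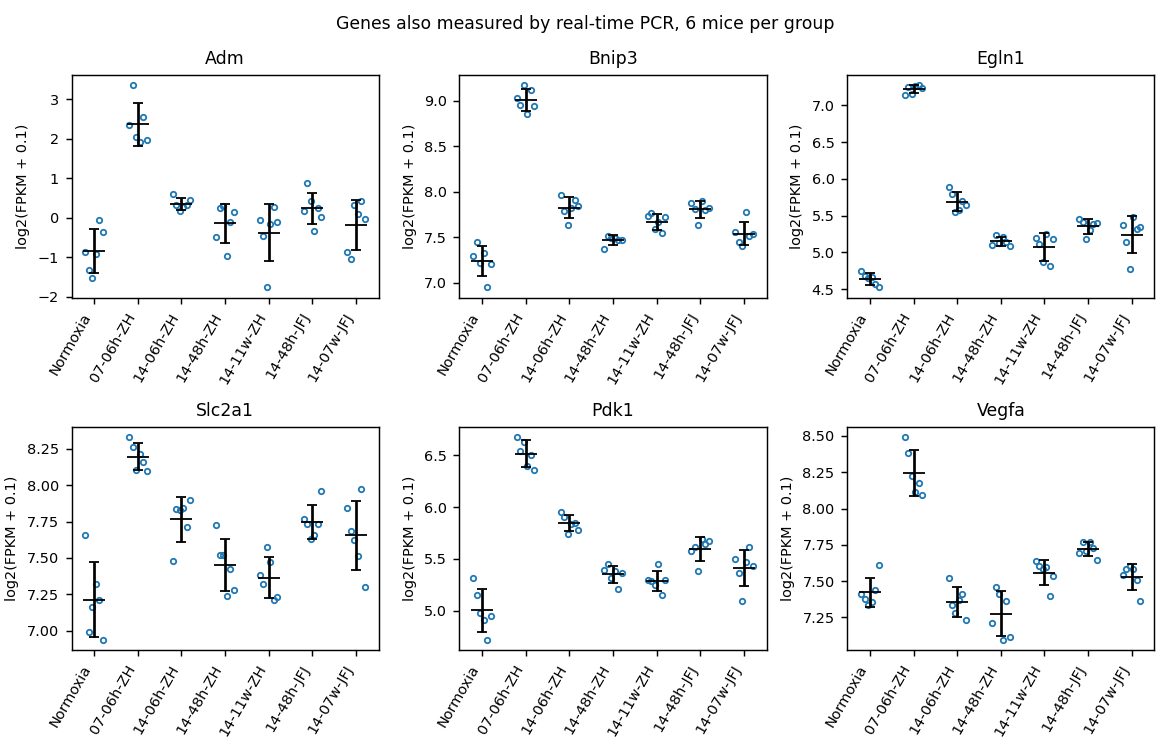
Level of *Adm*, *Bnip3*, *Egln1*, *Slc2a1*, *Pdk1* and *Vegfa* in each mouse as log2(FPKM + 0.1), by group. Bars are mean ± SD, n = 6.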

Prior to the analysis, we defined a list of genes (Table S3) that likely originated from residual retinal pigment epithelium (RPE)/lens/iris tissue contamination in the samples. This list included hemoglobins, as well as known RPE markers (e.g. *Rpe65*, *Mlana,* and *Pmel*) and various types of crystallins. 

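Genes of these classes pass both thresholds in 4 of the comparisons, always as higher: 2 genes after 7% oxygen, 4 in 14-06h-ZH, 4 in 14-48h-ZH, and 6 in 14-48h-JFJ against 14-48h-ZH. Pigment cell markers averaged a log2 FPKM of 1.61 in normoxia, 1.47 in 14-06h-ZH, 0.91 in 14-48h-ZH and 1.01 in 14-11w-ZH (n = 6 each). They averaged 2.61 in 07-06h-ZH, 2.72 in 14-48h-JFJ and 2.98 in 14-07w-JFJ, none past the test against normoxia (adjusted exact p = 0.177, 0.226 and 0.177). Red blood cell markers were highest in 07-06h-ZH, at 3.98 against 2.52 in normoxia (adjusted exact p = 0.117). Lens markers varied by mouse more than by group, and 1 mouse of 14-07w-JFJ had 5.35 where the other 5 lay between −1.44 and −0.82. Haemoglobins, crystallins, *Rpe65*, *Mlana* and *Pmel* were left out of all counts of called genes below, after the tests. The full list in Table S3 is not used here.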

Although the different levels of crystallin mRNAs were not necessarily due to tissue contamination, as some crystallins are also expressed in the retina^25^, they were nevertheless excluded from further analysis because it was not possible to discriminate between contamination from adjacent tissue and retina-specific signals.

Pairwise comparisons of each hypoxic group to normoxia were performed and differentially expressed (DE; FDR ≤ 0.05 and log_2_FC ≥ ± 1) genes identified. The highest number of DE genes was found in the group exposed to the lowest oxygen level for 7 h (07-06 h-ZH). A total of 467 differentially regulated genes (338 up- and 129 down-regulated; log_2_FC of ≥ ± 1) were identified among the 7066 genes with an FDR ≤ 0.05 cutoff (Fig. 1a,b; Supplementary Dataset 1). Of these genes, 442 were unique to the acute 07-06 h-ZH normobaric group (for the complete list of these genes see Supplementary Dataset 2), whereas the 25 remaining genes were identified in at least one other group. 

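After 6 h at 7% oxygen 710 genes are called, 484 higher and 226 lower than in normoxia, and 7124 of 16962 genes differ at any fold (n = 6 mice per group). Among the largest increases are *Obox6*, an oocyte homeobox gene, by a log2 fold change of 3.93 (SE 0.38, adjusted p = 1.22e-06), and the olfactory receptor gene *Olfr1393*, by 3.67 (SE 0.30, adjusted p = 9.56e-08). Genes of the glial stress response rose as well: the iron-binding *Lcn2* by 2.61 (SE 0.19, adjusted p = 1.39e-07), *Edn2*, a signal from stressed photoreceptors, by 1.95 (SE 0.19, adjusted p = 6.57e-07), the survival factor gene *Fgf2* by 1.17 (SE 0.14, adjusted p = 1.42e-05) and *Stat3*, a transcription factor of glial activation, by 0.74 (SE 0.06, adjusted p = 3.43e-08). *Egr1*, an activity-dependent transcription factor, fell by −2.06 (SE 0.28, adjusted p = 9.18e-05), and *Zmynd10*, needed for motile cilia, by −1.87 (SE 0.30, adjusted p = 0.000101). Of 20 glial stress genes 13 were higher and 0 lower (14 and 0 adjusted over the list alone, median 1.24), with a camera adjusted p = 6.5e-07, and adjusted p = 0.276 with an estimated correlation. Of 35 replication-dependent histone genes, which package newly made DNA, 16 were lower and 1 higher (16 and 1 adjusted over the list alone), camera adjusted p = 0.00718, and adjusted p = 0.385 with an estimated correlation.
In 99 other ways to split the 12 mice into groups of 6, the highest count was 255, and 1 of 100 splits, the real one, reached 710. The split with 255 exchanges 1 mouse of each group.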

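Of the 710 genes, 649 are called in no other comparison with normoxia, 450 higher and 199 lower (n = 6 mice per group). The remaining 61 include *2610528A11Rik*, a gene of unknown function, at 2.12 (SE 0.15, adjusted p = 6.43e-08), and 55 of them change in the same direction elsewhere. By group, 43 of the genes are also called in 14-06h-ZH, 19 in 14-48h-ZH, 3 in 14-11w-ZH, 18 in 14-48h-JFJ and 14 in 14-07w-JFJ. At an adjusted p of at most 0.05 and any fold, 179 of the 641 measured in 14-06h-ZH move there in the same direction and 10 in the opposite one, in 14-48h-ZH 98 and 26 of 636, in 14-11w-ZH 49 and 1 of 641, in 14-48h-JFJ 63 and 2 of 639 and in 14-07w-JFJ 36 and 0 of 632.
All comparisons share the 6 normoxic mice, which favors the same direction. With 14-06h-ZH, 18 higher and 18 lower genes are called in the same direction and 7 in opposite ones, where lists drawn independently would share 1.59 and 1.31; with the normoxic mice split between the comparisons a median of 35 are shared in the same direction (30 to 46 in 20 splits). For 14-48h-ZH the genes of the same direction are 3 and 8 (0.76 and 1.35; split 11, 7 to 17), and 8 more are called in opposite directions. The genes of the same direction are, for 14-11w-ZH 3 and 0 (0.08 and 0.04; split 1, 0 to 10), for 14-48h-JFJ 11 and 5 (0.84 and 0.15; split 8.5, 5 to 18) and for 14-07w-JFJ 13 and 0 (1.22 and 0; split 5.5, 4 to 8), with 0, 2 and 1 in opposite ones. In 20 simulations of unchanged groups, no gene was called and none shared. These groups were drawn around the mean of the same normoxic mice, so the simulations cannot show how much those mice make comparisons share.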

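At 14% oxygen the largest increase after 6 h among called genes, with crystallins and other contamination genes left out, was that of *Cbr2*, a carbonyl reductase of surface epithelia, with a log2 fold change of 2.30 (SE 0.31, adjusted p = 0.000131), and *Krt14*, a keratin of basal epithelial cells, rose by 1.85 (SE 0.30, adjusted p = 0.000173) (n = 6 mice per group). In all, 163 genes are called after 6 h (63 higher, 100 lower), 136 after 48 h (33 and 103) and 6 after 11 weeks (3 and 3). In the hypobaric groups 42 genes are called after 48 h (31 higher, 11 lower) and 47 after 7 weeks (47 and 0). There *Adh1*, an alcohol dehydrogenase, rose by 1.78 (SE 0.36, adjusted p = 0.0117) after 48 h and by 2.48 (SE 0.29, adjusted p = 0.000437) after 7 weeks, the lactate exporter gene *Slc16a3* by 1.19 (SE 0.12, adjusted p = 0.000253) after 48 h, and *Glb1l3*, a galactosidase gene, fell by −1.38 (SE 0.15, adjusted p = 0.000379). The glial filament gene *Gfap* rose by 1.13 (SE 0.27, adjusted p = 0.0396) in 14-48h-JFJ.
Of 47 HIF target genes 25 were higher and 3 lower after 6 h (25 and 3 adjusted over the list alone, median 0.33, camera adjusted p = 4.06e-10, adjusted p = 0.0109 with an estimated correlation). After 48 h 17 were higher and 4 lower (19 and 4, median 0.16, p = 3.65e-05, adjusted p = 0.135 with an estimated correlation), and after 11 weeks 11 and 0 (19 and 1, median 0.15, p = 5.45e-06, adjusted p = 0.247 with an estimated correlation). Within the shared code series, 10 of them fell from 6 h to 48 h and 0 rose (15 and 0 over the list alone, adjusted p = 0.0156 with an estimated correlation), *Pdk1* by −0.49 (SE 0.04, adjusted p = 4.44e-05) and *Fam162a* by −0.50 (SE 0.05, adjusted p = 5.14e-05). In 14-48h-JFJ 24 were higher and 1 lower (32 and 1, adjusted p = 0.00215 with an estimated correlation), and in 14-07w-JFJ 13 and 0 (24 and 0, adjusted p = 0.0119 with an estimated correlation).
Of 100 splits of each set of 12 mice, 1 reaches the real count in 14-06h-ZH (highest other 66), 14-48h-ZH (4), 14-11w-ZH (1) and 14-48h-JFJ (1). In 14-07w-JFJ 2 do, with up to 93 calls against the real 47. The hypobaric counts of 42 and 47 fall to 9 and 13 with a pseudocount of 1, and to 22 and 31 with recovered reads. A term for Y-linked expression gives 21 in 14-48h-JFJ, and all 7 groups in 1 fit give 93 in 14-07w-JFJ. Counts after 6 h and 48 h lie in another code series than normoxia, and the shares of higher genes depend on scaling and GC content: with normalized counts 137 are higher and 118 lower after 6 h, with recovered reads 135 and 107 after 6 h and 70 and 128 after 48 h, and with a correction for GC content 70 and 55 after 6 h and 41 and 45 after 48 h.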

The number of DE genes was lower when mice were exposed to milder (14% O_2_) acute normobaric hypoxia (14-06 h-ZH) and declined further when mice were exposed for an extended time period, with the lowest numbers of DE genes identified in the two groups of chronic hypoxia (Fig. 1a). The chronic normobaric group (14-11w-ZH) had only seven genes differentially regulated. While one gene was up-regulated (*2610528A11Rik*), six genes were down-regulated in this group (Supplementary Dataset 1), of which three (*Fosl2, Nr4a1,* and *Nr4a3*) are involved in the regulation of gene expression.

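After 11 weeks at 14% oxygen 6 genes pass both thresholds and 676 of 17092 differ at any fold (n = 6 mice per group). *2610528A11Rik* on chromosome 14 (37102140–37114022) had an FPKM of 13.6 ± 2.35 (mean ± SD) against 5.03 ± 1.3 in normoxia, a log2 fold change of 1.45 (SE 0.18, adjusted p = 0.00309). *Dynlrb2*, a dynein light chain of cilia, was higher by 1.32 (SE 0.35, adjusted p = 0.049), and *Ppp1r3g*, which directs glycogen synthesis, by 1.00 (SE 0.22, adjusted p = 0.025). *Gm38329*, a predicted gene, was lower by −1.35 (SE 0.25, adjusted p = 0.00987), *Gm44432*, another, by −1.10 (SE 0.27, adjusted p = 0.0357), and *Efcab9*, of the sperm calcium channel, by −1.02 (SE 0.24, adjusted p = 0.0318). The orphan nuclear receptor gene *Nr4a3* was at −1.65 (SE 0.43, adjusted p = 0.0516), with an FPKM of 0.4 ± 0.158 against 1.77 ± 1.15. Immediate early genes, which follow neuronal activity, were lower as a group: of 32, 5 were lower and 0 higher (15 and 1 adjusted over the list alone, median −0.53, camera adjusted p = 2.87e-12, adjusted p = 0.247 with an estimated correlation), among them *Npas4* by −0.87 (SE 0.14, adjusted p = 0.00616), *Arc* by −0.84 (SE 0.18, adjusted p = 0.0227) and *Junb* by −0.70 (SE 0.16, adjusted p = 0.0409). Both groups share a code series. With median-of-ratios scaling 1 gene is higher and 4 are lower; the count test on recovered reads calls 1 gene.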

**Figure 1:**
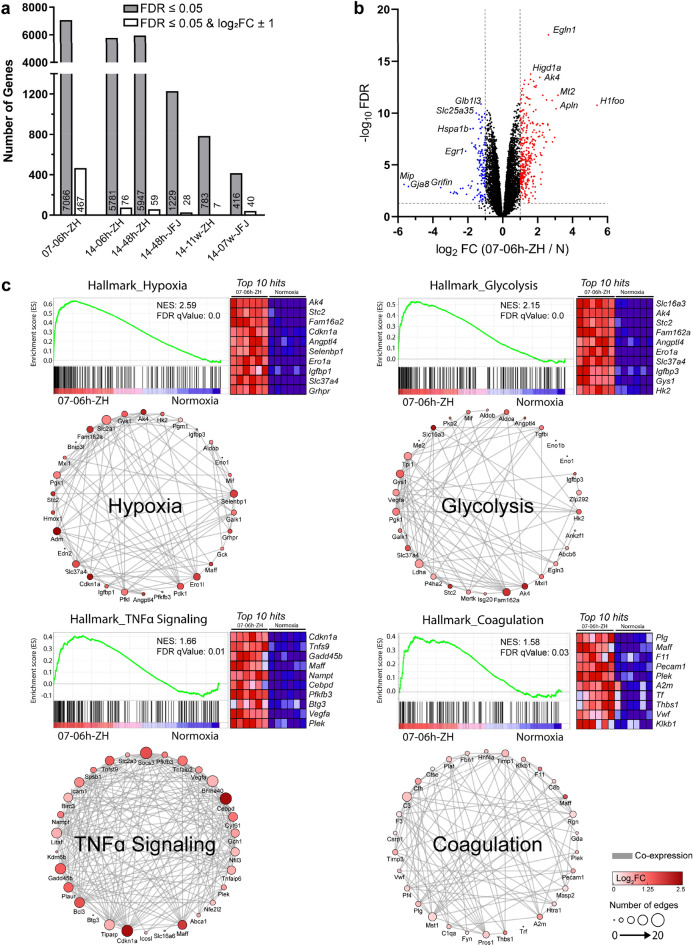
Differentially expressed genes in the retina after hypoxic exposure. (**a**) Number of differentially expressed genes identified for each hypoxic condition. Shown are genes with an FDR ≤ 0.05 (grey bars) and genes that were additionally filtered for an FC ≥  ± 2 (white bars) compared to normoxic controls. Nomenclature of groups is defined according to Table 1. (**b**) Volcano plot representing differentially expressed genes in the 7% acute normobaric hypoxia (07-06 h-ZH) group. Up-regulated genes are shown in red and down-regulated genes in blue. Plot shows − log_10_ FDR versus log_2_ FC of each gene detected in acute hypoxia relative to normoxia (N). Threshold limit lines are set at an FDR of 0.05 and log_2_FC of ± 1. (**c**) Gene set enrichment analysis (GSEA) of 07-06 h-ZH (n = 6) compared with normoxia (n = 6) with MSigDB hallmark datasets. Heatmaps represent the top 10 upregulated genes in hypoxia for each hallmark set. Co-expression networks of top 30 enriched genes of each set. Nomenclature: ‘Oxygen percentage—duration of hypoxia—location of experiment’ is given in the name of each experimental group. ZH denotes normobaric and JFJ hypobaric hypoxic groups. N: normoxia; FC: fold change; FDRq: false discovery rate; NES: normalized enrichment score.

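The enolase gene *Eno1* rose after 6 h at 7% oxygen by a log2 fold change of 1.21 (SE 0.04, adjusted p = 1.16e-12) (n = 6 mice per group), the glucose-6-phosphate transporter gene *Slc37a4* by 1.55 (SE 0.05, adjusted p = 1.16e-12) and *Ak4*, an adenylate kinase of mitochondria, by 2.09 (SE 0.07, adjusted p = 5.06e-12). *Higd1a*, which protects respiration, rose by 1.56 (SE 0.05, adjusted p = 1.16e-12), and *Ero1l*, an oxidase of protein folding, by 1.73 (SE 0.06, adjusted p = 5.06e-12). Of 47 HIF target genes in a list fixed beforehand, 39 were higher and 0 lower (42 and 0 adjusted over the list alone, median 0.98, camera adjusted p = 1.03e-25, adjusted p = 0.00106 with an estimated correlation). Of 29 genes of glycolysis and lactate export 27 were higher and 0 lower (27 and 0, median 0.68, 3.42e-21, adjusted p = 0.0212 with an estimated correlation).
The leading genes that the paper lists for its hallmark sets were chosen on these samples and are no independent evidence. Of these, 82 of 87 hypoxia genes are higher (87 adjusted over the list alone), 49 of 50 glycolysis genes (50) and 49 of 67 TNFα genes (53), with medians of 0.71, 0.79 and 0.54. Among the TNFα genes *Pfkfb3*, a driver of glycolysis, rose by 1.02 (SE 0.05, adjusted p = 7.18e-10) and *Nampt*, of NAD synthesis, by 1.03 (SE 0.06, adjusted p = 3.24e-09). Gene lists were tested with camera, in place of GSEA.

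**Figure D3:**
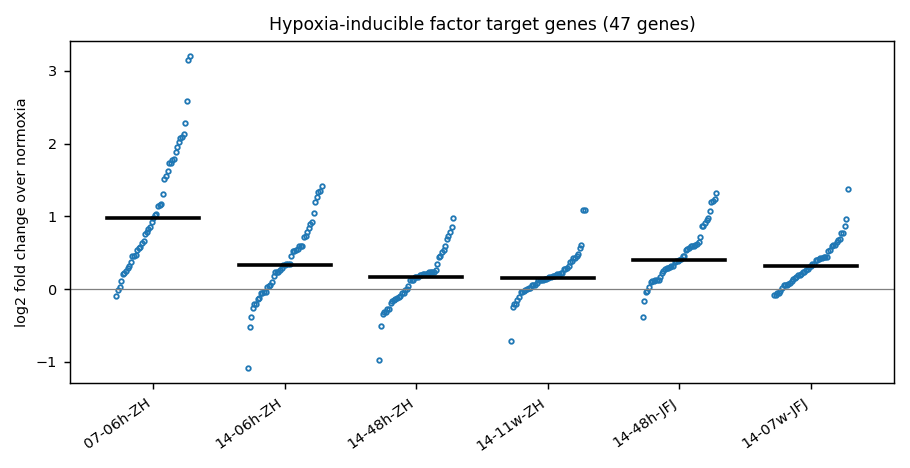
Log2 fold changes of 47 HIF target genes in the 6 comparisons with normoxia; bars are medians.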

Gene set enrichment analysis (GSEA) was used to identify changes in the 07-06 h-ZH group versus normoxia and revealed a strong positive correlation in genes associated with hypoxia (MiSgDB Hallmark gene set, normalized enrichment score (NES): 2.59), glycolysis (NES: 2.15), TNFα-Signaling via NFκB (NES: 1.66) and coagulation (NES: 1.59). Co-expression networks of the top 30 genes of each category identified the most interconnected genes (hubs) (Fig. 1c, Supplementary Dataset 3). For hypoxia especially HIF1α target genes like *Selenbp1*, *Adm*, *Slc2a1* (*Glut1*) and *Fam162α* are highly interconnected. 

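*Selenbp1*, a methanethiol oxidase, rose after 6 h at 7% oxygen by a log2 fold change of 1.73 (SE 0.12, adjusted p = 2.54e-08) and *Fam162a*, a mitochondrial protein of hypoxic cell death, by 1.89 (SE 0.07, adjusted p = 1.71e-11) (n = 6 mice per group). *Adm* had an FPKM of 5.42 ± 2.5 (mean ± SD) against 0.497 ± 0.232 in normoxia, and the glucose transporter gene *Slc2a1* of 294 ± 19.1 against 150 ± 28.6. The abundant *Slc2a1* thus gained more transcripts than *Adm*, at a smaller fold change. The values are from limma; the co-expression network was not analysed here.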

The glycolysis network represents gene hubs strongly involved in glucose metabolism, like *Gys1*, *Pgk1,* and *Ldha*. 

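*Gys1*, the muscle-type glycogen synthase, rose by a log2 fold change of 1.34 (SE 0.08, adjusted p = 4.18e-09) (n = 6 mice per group). *Pgk1*, the first ATP-forming step of glycolysis, rose by 1.00 (SE 0.05, adjusted p = 1.12e-10), and *Ldha*, which turns pyruvate into lactate, by 0.77 (SE 0.04, adjusted p = 3.82e-10). *Pgm2*, a phosphoglucomutase that links glycogen to glycolysis, rose by 1.36 (SE 0.07, adjusted p = 3.78e-10). Each of the 4 genes had a small standard error in limma.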

Larger interconnections were found in the TNFα signaling, where *Cebpd* represents the main pro-inflammatory driver and *Cdkn1a* directs apoptotic processes. 

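*Cebpd*, a transcription factor of the acute phase response, rose after 7% oxygen by a log2 fold change of 2.28 (SE 0.31, adjusted p = 0.000127) (n = 6 mice per group). *Cdkn1a*, the cell cycle inhibitor p21, rose by 2.40 (SE 0.18, adjusted p = 1.17e-07), to an FPKM of 20.4 ± 4.68 (mean ± SD) from 3.82 ± 1. Other targets of p53 moved both ways. Of the 4 in the list with the smallest p, *Cdkn1a* alone rose: *Ccng1*, a cyclin, fell by −0.42 (SE 0.05, adjusted p = 4.78e-06), *Trp53inp1*, of stress autophagy, by −0.43 (SE 0.08, adjusted p = 0.000278), and *Btg2*, which blocks proliferation, by −0.60 (SE 0.11, adjusted p = 0.00061). Of 17 p53 target genes 5 were higher and 5 lower (5 and 5 adjusted over the list alone, camera adjusted p = 0.364). *Maff*, a small Maf factor, rose by 2.05 (SE 0.27, adjusted p = 1.31e-05).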

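After 7% oxygen *C3*, the central complement component, rose by a log2 fold change of 0.86 (SE 0.21, adjusted p = 0.00331) (n = 6 mice per group). The tissue inhibitors of metalloproteinases *Timp1* and *Timp3* rose by 1.28 (SE 0.47, adjusted p = 0.0417) and 1.04 (SE 0.28, adjusted p = 0.0125). *Cfi*, which cleaves C3b, was lower by −0.98 (SE 0.23, adjusted p = 0.00225), *Cd59a*, which blocks the membrane attack complex, by −0.37 (SE 0.06, adjusted p = 0.000222), and *C1qa*, made by microglia, was higher by 0.65 (SE 0.12, adjusted p = 0.000304). Of 19 complement genes 4 were higher and 2 lower (4 and 2 adjusted over the list alone, camera adjusted p = 0.374). The leading coagulation genes of the paper, chosen on these samples and so no independent evidence, were higher in 24 of 27 cases (26 adjusted over the list alone, median 0.86), among them the endothelial adhesion gene *Pecam1*, by 0.98 (SE 0.09, adjusted p = 4.49e-07).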

Although genes in the coagulation network had mostly lower fold changes in comparison to the other genes in other sets, it contained some genes of interest such as *C3*, *Cfh*, *Timp1,* and *Timp3* that have all been connected to the development or progression of age-related macular degeneration (reviewed in^26^)^27^. The hubs of these genes may provide evidence for their connections to other regulated genes.

### Retinal adaptation to long-term normobaric hypoxia

Physiological systems change in response to chronically reduced oxygen levels to adapt to this environmental and cellular stress. Physiological adaptation begins immediately and is continuously adjusted during exposure and even beyond^28^. Since the mechanisms of molecular adaptation of the retina to low oxygen levels are fairly unknown, we compared gene expression at immediate (6 h) and acute (48 h) time points as well as after chronic (11 weeks) exposure to moderate (14% O_2_) normobaric hypoxia. We defined 4 groups of genes according to their expression pattern over time (Fig. 2a).

**Figure 2:**
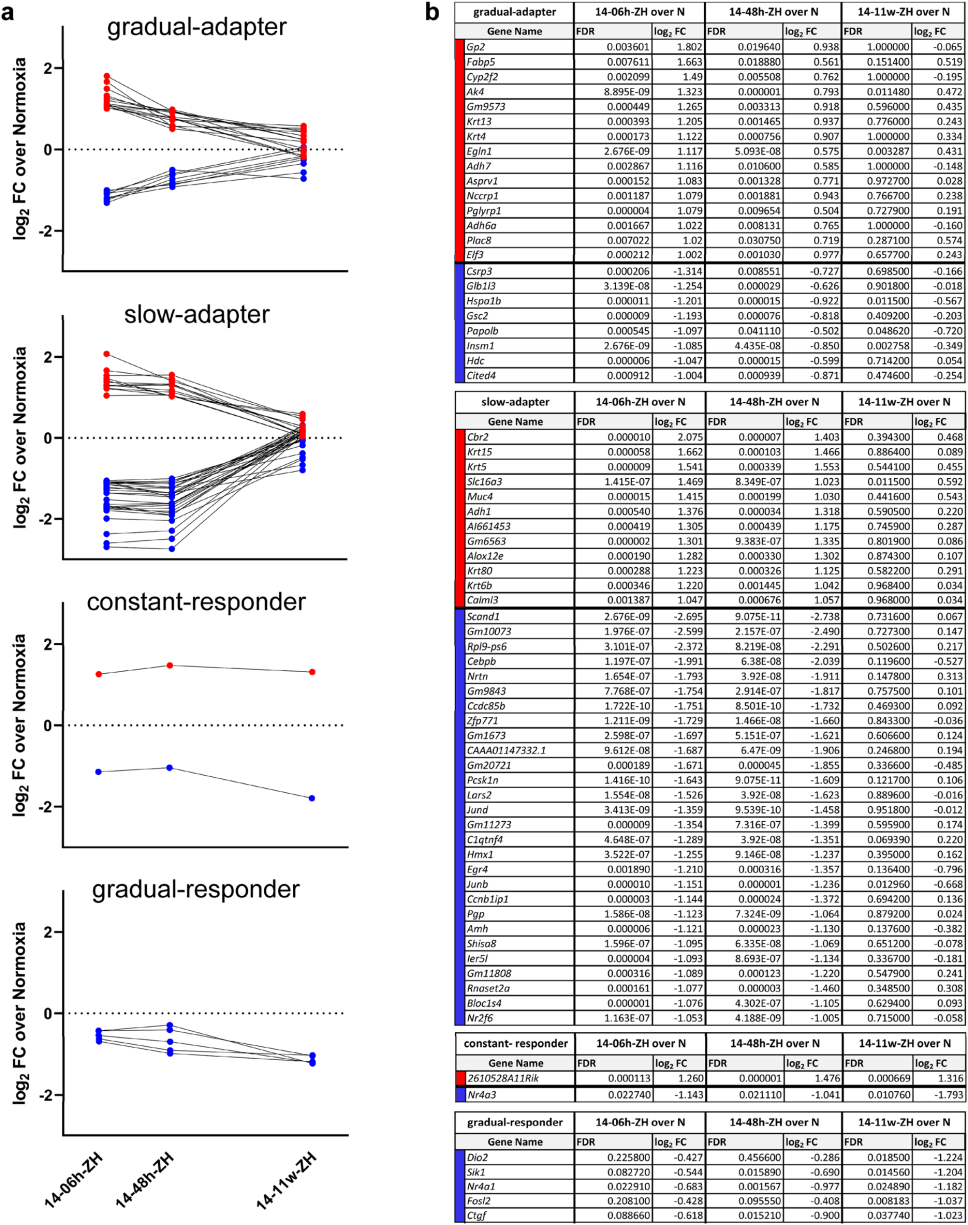
Adaptation of retinal gene expression profiles to normobaric hypoxia. (**a**) Gene expression pattern (log_2_FC over normoxia) after exposure to normobaric 14% O_2_ for 6 h, 48 h, or 11 weeks. Genes were filtered into 4 gene sets based on their expression at each time point. (**b**) Individual genes within each set. Up-regulated genes are shown in red and down-regulated genes in blue. FC: fold change; FDR: false discovery rate; N: normoxia.

Genes of the first group, termed ‘gradual-adapter’, were significantly regulated immediately after exposure, but gradually returned to near-normoxic with a high FDR and a small log_2_FC at 11 weeks indicating that expression of these genes was no longer different from normoxic controls. 

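*Egln1*, the HIF prolyl hydroxylase, was higher by a log2 fold change of 1.05 (SE 0.06, adjusted p = 6.26e-09) after 6 h at 14% oxygen, by 0.51 (SE 0.04, adjusted p = 3.61e-07) after 48 h and by 0.43 (SE 0.07, adjusted p = 0.00616) after 11 weeks (n = 6 mice per group). *Adh7*, a retinol and alcohol dehydrogenase, was higher by 1.63 (SE 0.43, adjusted p = 0.0089) after 6 h and 1.09 (SE 0.28, adjusted p = 0.0062) after 48 h. *Cited4*, a coactivator that binds p300, was lower by −1.23 (SE 0.22, adjusted p = 0.000453) and −1.02 (SE 0.19, adjusted p = 0.000489). *Fabp5*, a fatty acid carrier, was at 1.14 (SE 0.55, adjusted p = 0.145) and 0.46 (SE 0.21, adjusted p = 0.123), so that an unchanged level is not excluded. In all 68 genes are called after 6 h only and lose fold change by 48 h, 33 higher and 35 lower. *Egln1* is among them, whereas *Adh7* and *Cited4* are called at both times. With a pseudocount of 1 the count is 13, with 0.01 it is 118, and with genes of mean FPKM of at least 1 it is 35; loss of a call is no test of return to normoxic levels.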

Several members of this group of 23 genes (15 up- and 8 down-regulated genes) are known responders to variations in oxygen levels, including *Egln1, Adh7*, *Fabp5,* and *Cited4* (Fig. 2b).

The 'slow-adapter' group consisted of 40 genes characterized by their significant regulation at both the immediate (6 h) and the 48 h time points, but not at 11 weeks. 

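*Gm10073*, a ribosomal protein pseudogene, fell most, by a log2 fold change of −4.82 (SE 0.32, adjusted p = 9.63e-08) after 6 h at 14% oxygen and −4.36 (SE 0.40, adjusted p = 4.39e-06) after 48 h (n = 6 mice per group). *Adh1*, an alcohol dehydrogenase, was higher by 1.76 (SE 0.36, adjusted p = 0.00167) and 1.81 (SE 0.26, adjusted p = 4.68e-05). In all 87 genes are called at both times and not after 11 weeks, 27 higher and 60 lower. The 60 lower genes had a median of −1.42 after 6 h and −1.50 after 48 h, but 0.07 after 6 h at 7% oxygen, −0.01 after 11 weeks at 14% and −0.10 in 14-48h-JFJ. The 27 higher genes had 1.54 and 1.26 after 6 h and 48 h, 0.03 after 7% oxygen and −0.01 after 11 weeks, but 0.85 and 1.48 in 14-48h-JFJ and 14-07w-JFJ.
Both groups are compared with the same 6 normoxic mice. In the 2 comparisons 29 higher and 61 lower genes are shared, where independent lists would share 0.12 and 0.58, and with the normoxic mice split between them a median of 69.5 (64 to 74 in 20 splits). The simulated unchanged groups shared 0, but they were drawn around the mean of these normoxic mice and cannot show sharing caused by them. The 2 groups also share a code series that normoxia lacks, so for the 60 lower genes its effect cannot be told apart from that of 14% oxygen at normal pressure. With a pseudocount of 1 the count is 31, and with a correction for GC content 61, 35 higher and 26 lower.

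**Figure D4:**
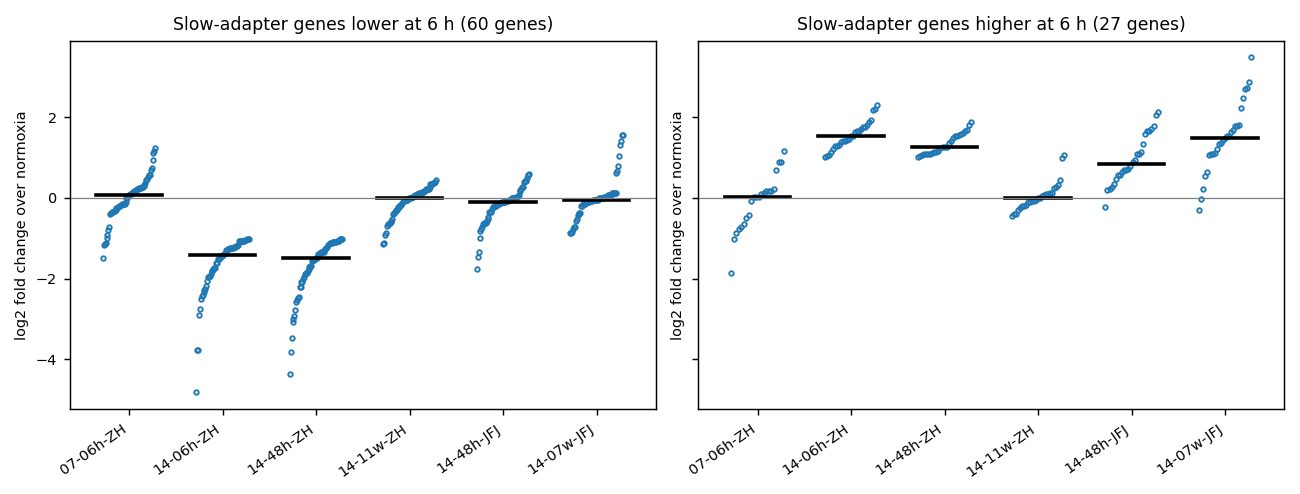
Log2 fold changes of the 60 lower and 27 higher slow-adapter genes in the 6 comparisons with normoxia; bars are medians.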

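After 6 h at 14% oxygen *Scand1*, a SCAN domain gene linked to lipid metabolism, had an FPKM of 6.1 ± 1.43 (mean ± SD) against 45.3 ± 5.85 in normoxia, a log2 fold change of −2.90 (SE 0.16, adjusted p = 9.90e-08) (n = 6 mice per group). *Cebpb*, a transcription factor of inflammation, fell by −2.51 (SE 0.17, adjusted p = 3.43e-08), *Zfp771*, a zinc finger gene, by −1.93 (SE 0.06, adjusted p = 5.52e-12), *Ccdc85b*, which binds β-catenin, by −1.89 (SE 0.06, adjusted p = 5.52e-12) and the AP-1 gene *Jund* by −1.43 (SE 0.07, adjusted p = 1.44e-09). *Hmx1*, a homeobox gene of eye development, fell by −1.36 (SE 0.09, adjusted p = 5.41e-08), *Egr4* and *Junb*, early response genes, by −1.51 (SE 0.34, adjusted p = 0.00268) and −1.27 (SE 0.16, adjusted p = 4.71e-05), *Ier5l* by −1.22 (SE 0.13, adjusted p = 2.38e-06) and the orphan receptor gene *Nr2f6* by −1.16 (SE 0.07, adjusted p = 1.06e-08). *Rpl9-ps6*, a ribosomal protein pseudogene, fell by −3.76 (SE 0.29, adjusted p = 3.31e-07). *Lars2*, the mitochondrial leucyl-tRNA synthetase, fell by −1.61 (SE 0.08, adjusted p = 2.06e-08), and the cytosolic form *Lars* rose by 0.24 (SE 0.06, adjusted p = 0.00379).
Genes of oxidative phosphorylation were lower too: of 81, 60 fell and 0 rose (61 and 2 adjusted over the list alone, median −0.27, camera adjusted p = 1.17e-11, adjusted p = 0.411 with an estimated correlation), *Cox8a* of complex IV by −0.61 (SE 0.04, adjusted p = 2.44e-08) and *Uqcrq* of complex III by −0.63 (SE 0.06, adjusted p = 5.39e-07). Of 81 cytosolic ribosomal protein genes 40 fell and 2 rose (45 and 3, 0.000161, adjusted p = 0.731 with an estimated correlation).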

A large proportion of the down- but not up-regulated genes in this group consisted of genes that encode proteins involved in gene regulation on the transcriptional (*Scand1, Cebpb, Ccdc85b, Zfp771, JunD, Hmx1, Egr4, Junb, Ier5l, Nr2f6*) or translational (*Rpl9-ps6*, *Lars1*) level (Fig. 2b). 

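The keratins rose after 6 h at 14% oxygen: *Krt15* of basal cells by a log2 fold change of 1.81 (SE 0.28, adjusted p = 0.000197), *Krt5*, its partner in stratified epithelium, by 1.70 (SE 0.20, adjusted p = 9.57e-06), *Krt80* by 1.66 (SE 0.27, adjusted p = 0.000199) and *Krt6b* by 1.29 (SE 0.25, adjusted p = 0.000804) (n = 6 mice per group). *Krt5* had an FPKM of 2.01 ± 0.539 (mean ± SD) against 0.553 ± 0.175 in normoxia. *Alox12e*, an epidermal lipoxygenase, rose by 1.93 (SE 0.32, adjusted p = 0.000257), and *Slc16a3*, the lactate exporter, by 1.42 (SE 0.11, adjusted p = 1.31e-06) after 6 h and 0.98 (SE 0.11, adjusted p = 1.72e-05) after 48 h. Other genes of cornea and conjunctiva rose with the keratins, the mucin gene *Muc4* by 1.39 (SE 0.19, adjusted p = 3.40e-05) and *Krt4* by 1.54 (SE 0.25, adjusted p = 0.000157). Of 37 corneal and conjunctival genes 23 were higher and 0 lower (24 and 0 adjusted over the list alone, median 1.07, camera adjusted p = 5.03e-12, adjusted p = 0.186 with an estimated correlation). After 48 h it was 19 and 0 of 36 (19 and 0, median 0.82, adjusted p = 0.116 with an estimated correlation). The list holds 14 of the higher slow adapters, which were selected as called at both times. Its other genes have medians of 0.84 after 6 h and 0.32 after 48 h.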

Within the up-regulated group, we identified several keratins (*Krt6b*, *Krt80*, *Krt15, Krt5*) and two genes involved in metabolic reactions (*Slc16a3* alias *Mct4* and *Alox12e*).

The group of 'constant responder' contained two genes, which were significantly regulated at all three time points. While the function of the up-regulated *2610528A11Rik* gene has not yet been determined, the down-regulated *Nr4a3* is involved in gene regulation.

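*2610528A11Rik* was higher by a log2 fold change of 1.29 (SE 0.23, adjusted p = 0.000888) after 6 h and 1.55 (SE 0.18, adjusted p = 2.32e-05) after 48 h at 14% oxygen, and stayed so after 11 weeks (n = 6 mice per group). In the hypobaric groups it was higher by 1.56 (SE 0.16, adjusted p = 0.000136) and 1.70 (SE 0.17, adjusted p = 0.000253), so that this gene rose in each of the 6 hypoxic groups. *Nr4a3*, a nuclear receptor gene, was at −1.06 (SE 0.46, adjusted p = 0.101) and −0.90 (SE 0.44, adjusted p = 0.138), where an unchanged level is not excluded. The cilium gene *Dynlrb2* was higher by 1.48 (SE 0.35, adjusted p = 0.00376) and 1.15 (SE 0.29, adjusted p = 0.00555), and the predicted gene *Gm38329* lower by −1.78 (SE 0.56, adjusted p = 0.0279) and −1.21 (SE 0.36, adjusted p = 0.0164). With *2610528A11Rik* these are the 3 genes called at all 3 times, in the same direction each time. With a pseudocount of 1, all 7 groups in 1 fit, or the recovered reads, only 1 gene is called at all 3.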

The group of 'constant responder' contained two genes, which were significantly regulated at all three time points. While the function of the up-regulated *2610528A11Rik* gene has not yet been determined, the down-regulated *Nr4a3* is involved in gene regulation.

All genes of the fourth group ('gradual responder') showed a gradual down-regulation over time with the lowest expression levels after 11 weeks of hypoxic exposure. This group consisted of 5 genes, including the two transcription factors *Fosl2* and *Nr4a1* (nuclear receptor subfamily 4 group A member 1, or *Nur77*). 

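*Fosl2*, an AP-1 transcription factor, was at a log2 fold change of −0.52 (SE 0.30, adjusted p = 0.207) after 6 h, −0.42 (SE 0.22, adjusted p = 0.155) after 48 h and −0.98 (SE 0.21, adjusted p = 0.0227) after 11 weeks at 14% oxygen (n = 6 mice per group). Its FPKM was 1.8 ± 0.33 (mean ± SD) after 11 weeks and 3.8 ± 1.37 in normoxia. *Nr4a1*, an orphan nuclear receptor gene, was at −0.68 (SE 0.28, adjusted p = 0.0838), −0.98 (SE 0.27, adjusted p = 0.0163) and −1.21 (SE 0.36, adjusted p = 0.0903), with an FPKM of 10.2 ± 5.15 against 23.4 ± 9.9. Genes called after 11 weeks and most extreme then are 3: *Efcab9* (−0.83 and −0.66 at 6 h and 48 h), *Gm44432* (−0.52 and −0.78) and *Ppp1r3g* (0.30 and −0.38). The count is 0 with a pseudocount of 1 and 8 with all 7 groups in 1 fit.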

*Nr4a1* is linked to circadian melatonin and dopamine release in the mouse retina^29^, diabetic retinopathy via NR4A1-dependent GFAT2 expression^30^, and regulation of apoptosis in hypoxic cancer tissues^31,32^. The third gene in this group*, Ctgf* (or *Ccn2*, cellular communication network factor 2), plays a role in cell adhesion and was shown to be involved in oxygen-induced retinopathy-related neovascularization^33^. 

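*Ctgf*, a matrix protein induced by YAP and TGF-β, was at a log2 fold change of −0.86 (SE 0.37, adjusted p = 0.234) after 11 weeks, −0.83 (SE 0.38) after 48 h and −0.53 (SE 0.37) after 6 h at 14% oxygen (n = 6 mice per group). All 3 values are below 0. After 11 weeks limma does not exclude an unchanged level.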

*Dio2*, the main regulator of thyroid hormone signaling in the retina, has been linked to cone viability and was found to be expressed at elevated levels in degeneration models^34^. 

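*Dio2*, which activates thyroid hormone, was at a log2 fold change of −1.07 (SE 0.33, adjusted p = 0.094) after 11 weeks, against −0.32 (SE 0.32) after 6 h and −0.23 (SE 0.36) after 48 h (n = 6 mice per group). *Sik1*, a kinase of CREB signaling, was at −1.16 (SE 0.31, adjusted p = 0.0638) after 11 weeks, −0.53 (SE 0.29) after 6 h and −0.65 (SE 0.27) after 48 h. For both the estimate after 11 weeks is the largest of the 3, and limma does not exclude an unchanged level.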

*Sik1* (Salt inducible kinase 1) was shown to be up-regulated in the genioglossus in the absence of *Hif1*^35^ and to play a crucial role in the *Sik1-Mef2-Bdnf* neurotrophic signaling pathway. Interestingly, *Nr4a1* is among the target genes of the *Sik1-Mef2-Bdnf* pathway^36^.

### Comparing the normobaric to the hypobaric hypoxic response

In addition to a decrease in inspired oxygen (normobaric hypoxia), hypoxia occurs at high altitudes because of reduced barometric pressure (hypobaric hypoxia). Long term hypobaric hypoxia at high altitude activates physiological pathways similar, but not identical, to pathways activated by normobaric hypoxia (reviewed in^37^). However, potential differences in the regulation of gene expression in the retina in response to normobaric and hypobaric hypoxia have not been investigated. Therefore, we compared the transcriptomes of two groups of mice exposed to 14% normobaric hypoxia with two hypobaric groups exposed to reduced barometric pressure corresponding to approximately the same O_2_ levels (14%). The groups were exposed to either condition for a short (48 h) or a long time (7–11 weeks) (Table 1). The pairwise analysis identified 103 genes at 48 h and 98 genes at 7–11 weeks that were differentially regulated (Fig. 3a,b). 54 of these genes were common to both, the short-term and long-term comparison resulting in a total of 147 individual genes identified as being regulated in this analysis. 

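After 48 h 219 genes are called between the hypobaric and the normobaric group, 212 higher and 7 lower at low pressure, and after 7 to 11 weeks 40, all higher (n = 6 mice per group). *Nrtn*, a neurotrophic factor of the GDNF family, was higher by a log2 fold change of 2.96 (SE 0.17, adjusted p = 4.38e-09) after 48 h, and the predicted gene *Gm6563* lower by −1.46 (SE 0.25, adjusted p = 0.000293). After 7 to 11 weeks *Cyp2f2*, a cytochrome P450 of airways, was higher by 3.27 (SE 0.47, adjusted p = 0.00646), the pigment cell receptor gene *Gpr143* by 2.36 (SE 0.49, adjusted p = 0.0348) and the semaphorin gene *Sema3c* by 1.55 (SE 0.28, adjusted p = 0.0179). In all 246 genes are called at either time and 13 at both, where independent lists would share 0.49. At 48 h oxidative phosphorylation genes were higher in 68 of 80 cases and lower in 2 (70 and 2 adjusted over the list alone, median 0.34, adjusted p = 0.49 with an estimated correlation), *Uqcrq* by 0.74 (SE 0.04, adjusted p = 7.34e-10). Ribosomal protein genes were higher in 73 of 82 cases and lower in 0 (76 and 0, adjusted p = 0.697 with an estimated correlation), *Rpl27* by 0.69 (SE 0.04, adjusted p = 7.48e-09).
These shifts run against those of 14-48h-ZH over normoxia, a comparison that holds the same 14-48h-ZH mice: *Scand1* was higher by 2.92 (SE 0.11, adjusted p = 7.34e-10), and 40 of the 60 lower slow-adapter genes are called higher here. The 2 groups of each comparison lie in different code series. Altitude and series change together, so their effects cannot be told apart. In 1 of 100 splits the count at 48 h is reached (highest other 1), and in 2 of 100 that at 7 to 11 weeks, with up to 73 calls. The count at 48 h falls to 121 with a correction for GC content and to 74 with a pseudocount of 1. That at 7 to 11 weeks becomes 85 with all 7 groups in 1 fit, 83 with a term for Y-linked expression and 76 with recovered reads. It falls to 10 without the trend and robust options of limma and to 9 with a pseudocount of 1.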

Since hypobaric retinas had to be isolated without a microscope, samples were controlled for potential contamination by the RPE. For each of the 147 identified genes, fragments per kilobase of transcript per million mapped reads (FPKM) values (log_10_(FPKM + 1) were plotted for all conditions and compared to those of *Rpe65* as an RPE-specific marker gene (see Fig. S4 for examples). A correlation coefficient of ≥ 0.5 to the presence of *Rpe65* mRNA was taken as an indication that a significant portion of the mRNA detected in the samples was likely due to RPE contamination. These genes (38) were excluded from further analysis. The remaining 63 genes at 48 h and 46 genes at 7–11 weeks (Fig. 3c; Supplementary Dataset 4) did not correlate to *Rpe65* levels and were considered to be genuinely differentially regulated in the retina by normobaric and hypobaric hypoxia. Seventeen of these genes were regulated at both time points, suggesting that they may be of strong importance for the cellular response to reduced ambient air pressure (Fig. 3c,d). 

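Of the 246 genes, 90 have a Pearson correlation of at least 0.5 with *Rpe65*, the retinoid isomerase of the pigment epithelium, over the 42 mice. Leaving them out keeps 137 genes at 48 h and 24 at 7 to 11 weeks. Among the genes left out are *Lrat*, which makes retinyl esters for *Rpe65*, and *Krt8*, a keratin of simple epithelia. Pigment cell genes were higher as a group at 48 h, in 21 of 26 cases with 0 lower (23 and 0 adjusted over the list alone, median 1.92, adjusted p = 0.697 with an estimated correlation), *Slc45a2* of melanosomes by 1.91 (SE 0.37, adjusted p = 0.00069) and the retinol dehydrogenase gene *Rdh5* by 0.97 (SE 0.19, adjusted p = 0.00212) (n = 6 mice per group). At 7 to 11 weeks it was 4 and 0 of 26 (17 and 0, median 2.34, adjusted p = 0.189 with an estimated correlation). The paper considers genes below the limit to be regulated in the retina. The filter keeps any gene of outside tissue that does not follow *Rpe65*; with the squared correlation 176 and 27 genes are kept.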

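Before the filter 13 genes are called at both times and after it 5, all higher in the hypobaric group (n = 6 mice per group). These are the ribosomal protein pseudogenes *Gm10073*, with log2 fold changes of 4.75 (SE 0.38, adjusted p = 1.18e-06) at 48 h and 1.34 (SE 0.22, adjusted p = 0.0175) at 7 to 11 weeks, *Gm11273* (4.07 (SE 0.33) and 1.20 (SE 0.16)), *Gm11808* (3.58 (SE 0.41) and 1.13 (SE 0.16)), *Gm9843* (3.11 (SE 0.17) and 1.16 (SE 0.15)) and *Rpl10-ps3* (2.58 (SE 0.40) and 1.09 (SE 0.23)). All 5 are also lower slow-adapter genes. Over normoxia they lay between −4.36 (*Gm10073*) and −2.53 (*Gm9843*) in 14-48h-ZH. In 14-48h-JFJ they lay between −0.19 (*Rpl10-ps3*) and 0.59 (*Gm11808*), so the difference at 48 h is mostly a lower level in 14-48h-ZH. In 14-07w-JFJ they were at 0.79 (*Rpl10-ps3*) to 1.57 (*Gm11808*). The 8 shared genes that follow *Rpe65* include the actin regulator gene *Baiap2l2*, the amino acid transporter gene *Slc6a20a* and *Tnfaip2*. The 17 genes of the paper all have a fold change above 0 at both times, with medians of 1.77 and 1.76. Of these, 15 pass both thresholds at 48 h and 2, *Gm10073* and *Gm9843*, at 7 to 11 weeks. As a list they are higher in 15 cases at 48 h (17 adjusted over the list alone, adjusted p = 0.697 with an estimated correlation) and in 2 at 7 to 11 weeks (15 over the list alone, adjusted p = 0.179 with an estimated correlation); they were chosen on these samples and are no independent evidence.
The paper proposes that genes regulated at both times matter for the response to reduced pressure. With the Spearman correlation 2 genes are left, with a limit of 0.3 none, and with marker lists in place of *Rpe65* 8. Of the paper's 17 genes, 15 have a Pearson correlation of at least 0.5 with *Rpe65* and are left out by the filter used here.

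**Figure D5:**
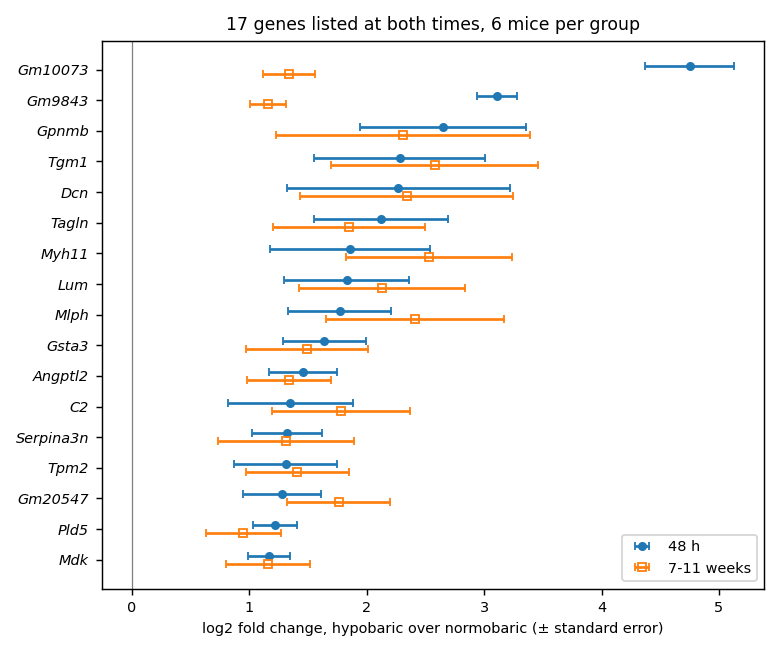
Log2 fold changes ± SE of the 17 genes in the hypobaric over the normobaric group at 48 h and at 7 to 11 weeks.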

Surprisingly, all of these 17 genes were expressed at higher levels in hypobaric hypoxia (Fig. 3d). 

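*Lum* (lumican), a proteoglycan of collagen fibrils, was higher in the hypobaric group by a log2 fold change of 1.83 (SE 0.53, adjusted p = 0.0148) at 48 h and 2.13 (SE 0.71, adjusted p = 0.153) at 7 to 11 weeks (n = 6 mice per group). *Angptl2*, a secreted inflammatory factor, was higher by 1.46 (SE 0.29, adjusted p = 0.00148) and 1.34 (SE 0.36, adjusted p = 0.088), and *Gpnmb*, a melanosome glycoprotein, by 2.65 (SE 0.71, adjusted p = 0.0126) and 2.31 (SE 1.08, adjusted p = 0.328). *Dcn* (decorin), a proteoglycan of connective tissue, was at 2.27 (SE 0.95, adjusted p = 0.0837) and 2.34 (SE 0.91, adjusted p = 0.235), and *C2*, a complement protease, at 1.35 (SE 0.53, adjusted p = 0.0675) and 1.78 (SE 0.59, adjusted p = 0.16). Their correlations with *Rpe65* are 0.557 for *Lum*, 0.672 for *Angptl2*, 0.661 for *Gpnmb*, 0.543 for *Dcn* and 0.620 for *C2*. At 7 to 11 weeks limma excludes an unchanged level for none of them. *C2* on chromosome 17 (34862604–34898265) overlaps *Gm20547* (34856412–34882042), whose reads may count for either.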

Five of the genes (*Lum*, *Angptl2*, *C2*, *Dcn*, *Gpnmb*) belong to a group of glycan-related genes that has been linked to angiogenesis^38^ and regulation by hypoxia^39^. Three genes (*Tpm2*, *Myh11*, *Tagln*) may be related to cellular filaments, and *Mdk* (midkine) and *C2* (complement C2) are connected to retinal degeneration and AMD, respectively.

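*Tpm2*, a tropomyosin of smooth muscle, was higher in the hypobaric group by a log2 fold change of 1.31 (SE 0.44, adjusted p = 0.0353) at 48 h and 1.41 (SE 0.44, adjusted p = 0.134) at 7 to 11 weeks (n = 6 mice per group). *Myh11*, the smooth muscle myosin, was at 1.86 (SE 0.68, adjusted p = 0.0488) and 2.53 (SE 0.71, adjusted p = 0.101), and *Tagln*, an actin-binding protein of the same cells, at 2.12 (SE 0.57, adjusted p = 0.013) and 1.85 (SE 0.65, adjusted p = 0.191). *Mdk* (midkine), a growth factor, was at 1.17 (SE 0.18, adjusted p = 0.000238) and 1.16 (SE 0.36, adjusted p = 0.14), with an FPKM of 18.7 ± 5.27 (mean ± SD) in 14-48h-JFJ and 8.01 ± 0.925 in 14-48h-ZH. All 4 pass both thresholds at 48 h and none at 7 to 11 weeks. Their correlations with *Rpe65* are 0.559 for *Tpm2*, 0.557 for *Myh11*, 0.618 for *Tagln* and 0.673 for *Mdk*.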

**Figure 3:**
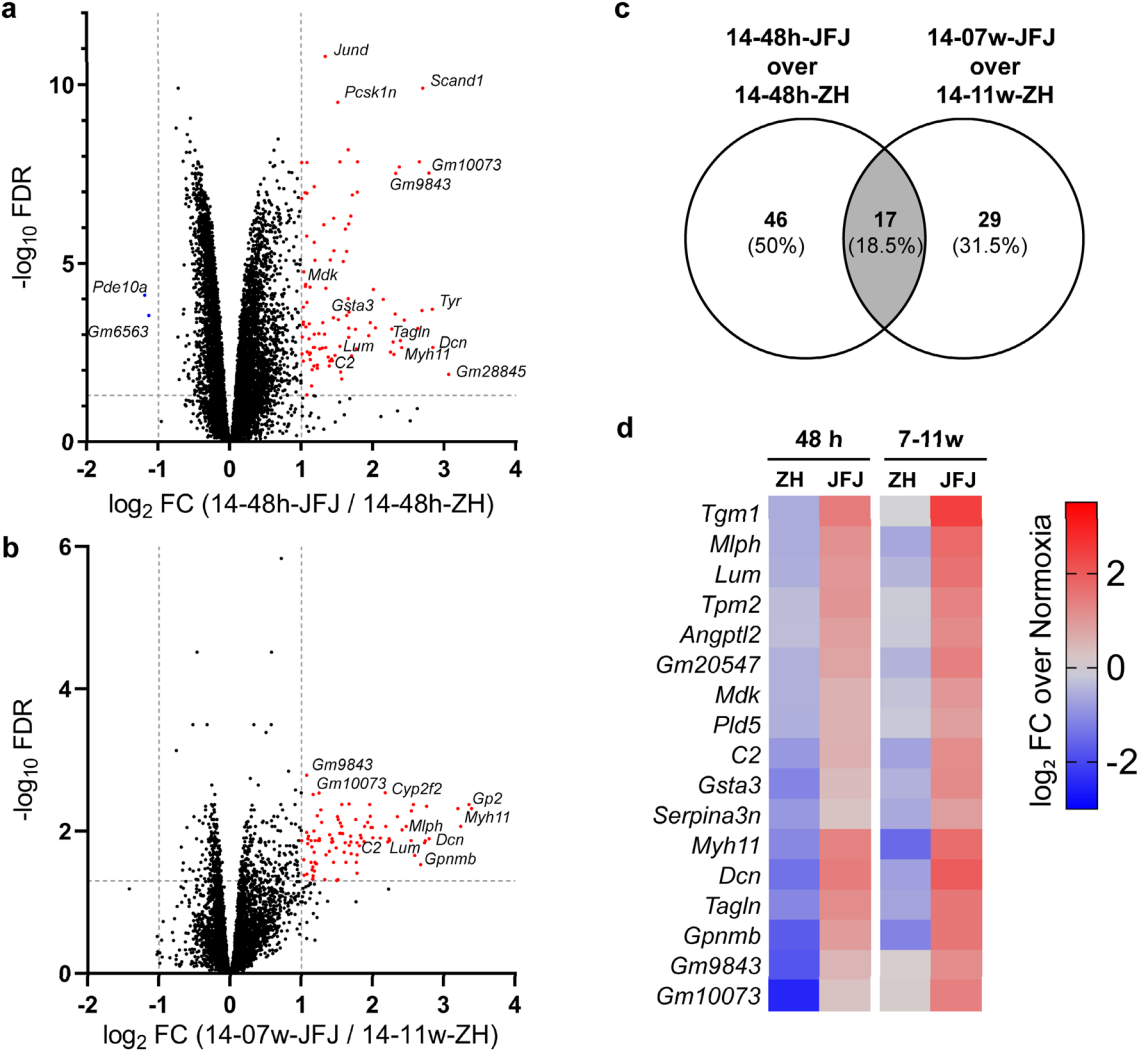
Differentially expressed genes after exposure to normobaric or hypobaric hypoxia. Volcano plots representing up-regulated (red) and down-regulated (blue) genes comparing (**a**) acute exposure (14-48 h-JFJ to 14-48 h-ZH) and (**b**) prolonged exposure (14-07w-JFJ to 14-11w-ZH) to hypobaric and normobaric hypoxia. Threshold limit lines are set at FDR of 0.05 and log_2_FC of ± 1. (**c**) Venn diagram showing differentially regulated genes at each time-point and their overlap (grey). (**d**) Heatmap of the 17 shared genes identified in (c). Shown are up- (red) and down- (blue) regulated genes as log_2_ fold change (FC) over normoxia in the short- or long-term groups as indicated.

### Hypoxic regulation in the retinal pigment epithelium

Studies with ascending probands have shown that retinal blood flow velocity increased at high altitude, ensuring a constant oxygen delivery to the inner retina. Choroidal perfusion, however, responded with a slight delay, and oxygen delivery capacity dropped within the first ascent to high altitude^17^. Since oxygen diffuses from the choroidal capillaries through the RPE to reach the outer retina, RPE cells may be good indicators of choroidal oxygen delivery. Thus, we investigated the expression of candidate genes in RPE/choroid (referred to as eyecup) in all groups of mice by semiquantitative PCR.

We report an increase of *Vegfa* expression in the eyecups of all groups (3.7-fold in 07-06 h-ZH; 8.3-fold in 14-06 h-ZH; 6.4-fold in 14-48 h-ZH, fourfold in 14-48 h-JFJ and 4.2-fold in 14-07w-JFJ mice), except for mice exposed to chronic normobaric hypoxia (14-11w-ZH) (Fig. 4). Increased *Vegfa* gene expression was likely an attempt of the RPE to increase VEGFA secretion to improve oxygen delivery by enhancing choroidal circulation. Although *Epas1* was regulated to a much lower extent than *Vegfa*, the two genes showed a similar overall pattern (Fig. 4), indicating a possible role of HIF2A (encoded by *Epas1*) in regulating *Vegfa* expression in the RPE, as suggested by others^40^. In accordance with its role in choroidal neovascularization, *Vegfa* was up-regulated mainly in the eyecup but not so much in retinal tissue (Fig. 4, Table S2). Other genes connected to hypoxia were less strongly regulated. Except for *Pdk1,* none of the genes investigated was differentially expressed at the 7–11 w time points. *Col1a1* was included in the analysis because it was reported to be among the top regulated genes in the hypoxic RPE^40^. It is interesting to note that in contrast to the retina (see, e.g.^20^), gene expression in eyecups seemed more strongly regulated when the mice were exposed to mild (14%) than to severe (7%) hypoxia. Not only *Vegfa,* but also *Slc2a1, Hk2, Col1a1, Angpt2, Adm,* and *Hif1α* showed higher expression levels in the 14-06 h-ZH than in the 07-06 h-ZH group (Fig. 4), which may indicate that RPE and retina respond differently to a specific level of hypoxia.

**Figure 4:**
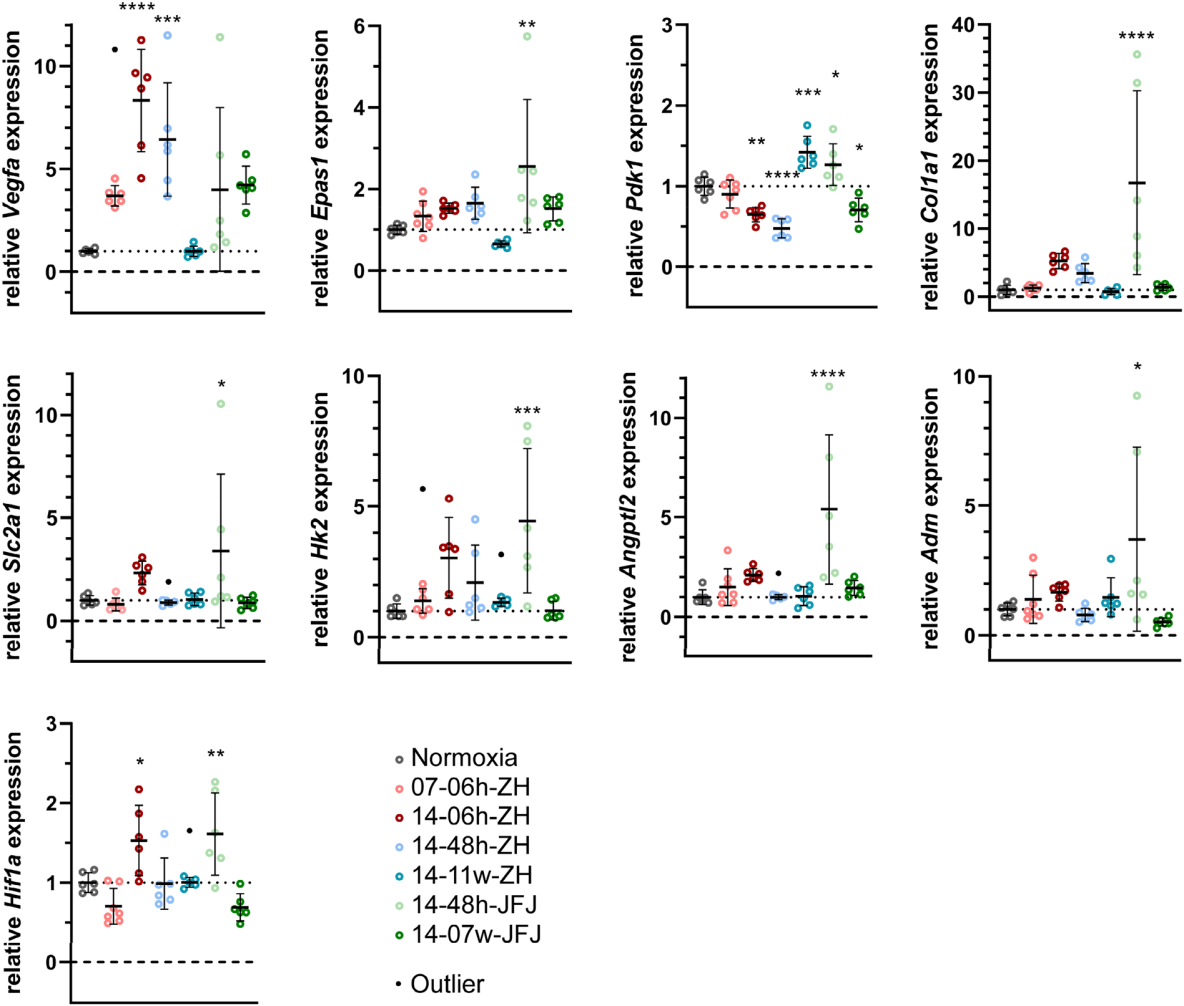
Differentially expressed genes in the RPE. Expression of genes related to the hypoxic response (*Hif1α, Epas1, Slc2a1,* and *Adm*), glycolysis (*Pdk1, Hk2*), vascular perfusion (*Vegfa, Angpt2*), and choroidal connective tissue (*Col1a1*) was tested in eyecups by semiquantitative real-time PCR for all hypoxic conditions, as indicated. Expression levels were normalized to *Actb* and are shown relative to normoxic controls, which were set to 1 (dotted line). Shown are means ± SD of n = 6. Outliers detected by Grubb’s test (α = 0.01) are indicated as black dots and were excluded from statistical analysis. Significant differences of each condition to control (normoxia) was tested by one-way ANOVA with Dunnett’s multiple comparison test *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### Photoreceptor segment shortening in hypoxic conditions

The retina in hibernating animals, like the ground squirrel, is exposed to reduced oxygen availability along with decreased metabolic activity during hibernation. The retina adapts to this situation by shortening and remodeling cone outer segments in the torpid state^41–43^. Based on these observations, we investigated outer nuclear layer (ONL) thickness and the length of rod and cone segments in the retinas of the different experimental groups. Rod segment length showed a significant shortening by approximately 10% in mice exposed to acute normobaric (07-06 h-ZH; 101.25 ± 10.44 μm; *p* = 0.0006), chronic normobaric (14-11w-ZH; 96.3 ± 4.97 μm; p < 0.001), and short hypobaric (14-48 h-JFJ; 99.39 ± 6.57 μm; *p* < 0.001) hypoxia in comparison to normoxia (111.61 ± 10.6 μm) (Fig. 5a,b). Cone segment lengths, however, were similar in all groups, except for a shortening in acute hypobaric mice (14-48 h-JFJ; 32.91 ± 5.46 μm; *p* = 0.0165) compared to normoxic mice (normoxia; 37.51 ± 6.09 μm) by about 12% (Fig. 5c,d). The ONL thickness was not significantly different between groups (Fig. S5).

**Figure 5:**
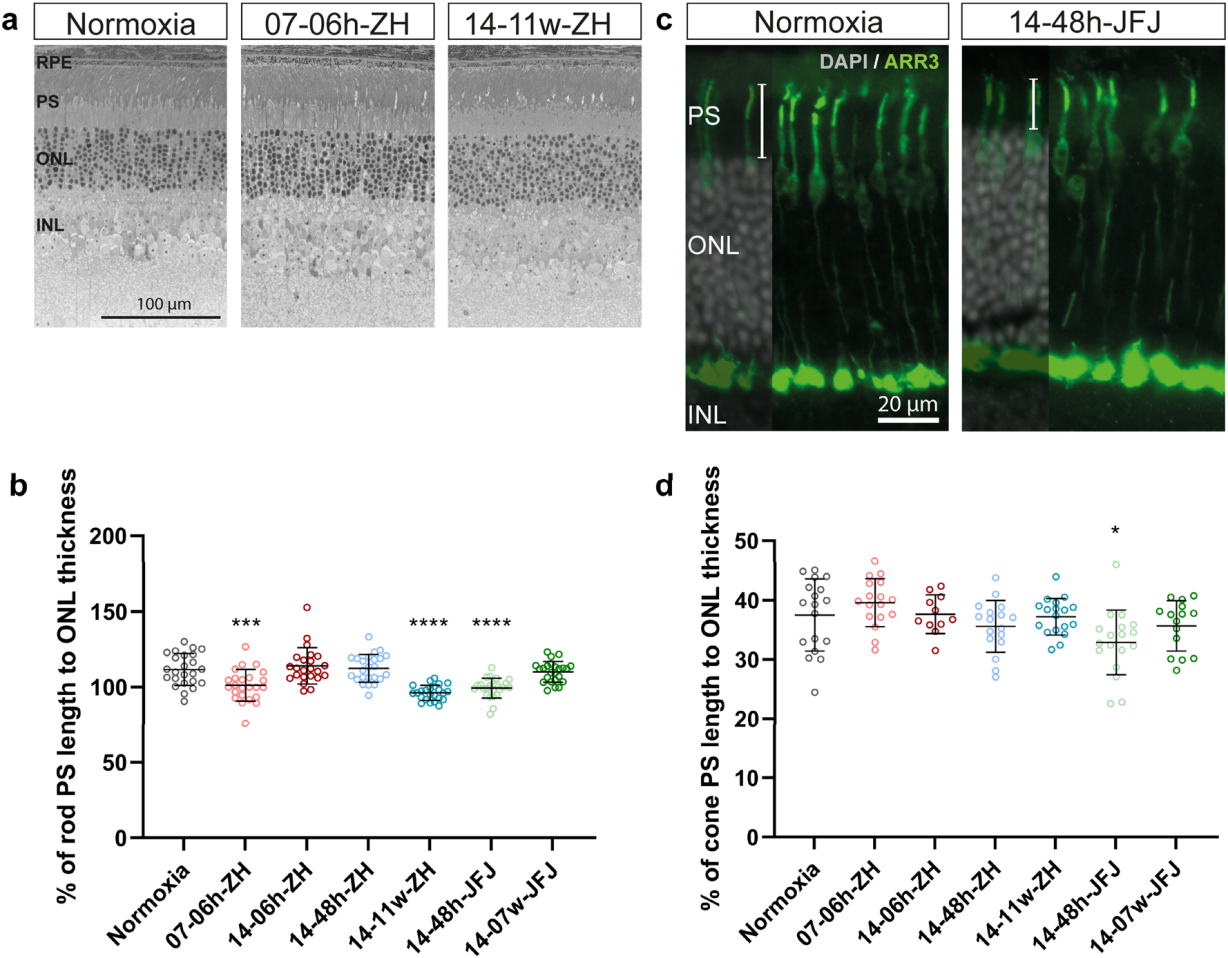
Photoreceptor segment lengths in hypoxia. (**a**) Representative retinal morphologies and (**b**) graph showing the ratio (%) of rod photoreceptor segment length to outer nuclear layer (ONL) thickness for indicated hypoxic conditions. (**c**) Representative immunostaining for cone arrestin (ARR3, green) and (**d**) the percentage of cone photoreceptor segment length to outer nuclear layer (ONL) thickness. Cell nuclei were counterstained with DAPI (grey). One-way ANOVA with Dunnett’s multiple comparison test was used to compare each condition to control (normoxia) *p < 0.05; ***p < 0.001; ****p < 0.0001. RPE: retinal pigment epithelium; PS: photoreceptor segments; ONL: outer nuclear layer; INL: inner nuclear layer; GCL: ganglion cell layer. Scale bars as indicated.

## Discussion

Limited oxygen supply to the retina is a pathological situation that contributes to the development of blinding diseases including diabetic macular edema, wet AMD^44,45^, and potentially also dry AMD^5–8,46,47^. However, little is known about the response of the retina to acute or chronic hypoxia or to hypoxia at high altitude. Thus, we evaluated retinal expression of genes in response to different hypoxic conditions. Short time exposure to 7% O_2_ was chosen as this treatment was previously shown to be neuroprotective^20^. Furthermore, 14% O_2_ was selected because this concentration can be mimicked at high altitudes and thus by hypobaric conditions. The exposure periods of 2 days and 7–11 weeks, respectively, allowed comparison of acute and chronic responses and determination of the potential capacity of the retina to adapt to these conditions.

The retinas of mice exposed to the lowest oxygen levels (07-06 h-ZH) showed the highest number of differentially expressed genes among all six hypoxic groups. Regulation of many of the DE genes, including *Cdkn1a*, *Ttr*, *Bcl2l10*, *ApoldI*, *Mt2,* and others, was in accordance with an earlier microarray-based study^48^ validating our system. 

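*Ttr*, the retinol and thyroxine carrier that pigment epithelium makes in large amounts, was higher after 7% oxygen by a log2 fold change of 2.33 (SE 0.72, adjusted p = 0.0239) (n = 6 mice per group). *Bcl2l10*, a regulator of apoptosis, rose by 3.19 (SE 0.32, adjusted p = 9.89e-07), and *Apold1*, an early response gene of endothelium, by 1.37 (SE 0.23, adjusted p = 0.000139). *Mt1*, a metal-binding metallothionein, rose by 2.51 (SE 0.14, adjusted p = 5.24e-08). The spread of *Ttr* between mice is the largest of these. The microarray data of the earlier study were not analysed here.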

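*H1foo*, a linker histone of oocytes on chromosome 6 (115944938–115950236), had an FPKM of 51.2 ± 20.6 (mean ± SD) after 6 h at 7% oxygen and 0.688 ± 0.291 in normoxia, the largest rise of all, with a log2 fold change of 5.99 (SE 0.33, adjusted p = 7.09e-08) (n = 6 mice per group). *Mt2*, a metallothionein on chromosome 8 (94172664–94173568), rose from 32.7 ± 9.2 to 294 ± 45, by 3.19 (SE 0.17, adjusted p = 8.66e-08). *Apln*, the ligand of the apelin receptor on chromosome X (48025146–48034853), rose from 0.491 ± 0.125 to 5.19 ± 1.38, by 3.15 (SE 0.18, adjusted p = 1.94e-09). In none of the 3 do the values of hypoxic and normoxic mice overlap. In all 250 higher and 119 lower genes are called, reach a mean FPKM of 1 and do not overlap.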

In our study, the most strongly induced genes were *H1foo* (oocyte-specific histone H1), *Mt2* (metallothionein 2), and *Apln* (apelin). All three genes have been connected to retinal pathophysiology associated with changes in oxygen levels. *H1foo* was found at increased expression levels in a mouse model of oxygen-induced retinopathy^49^, *Mt2* was attributed a role in choroidal neovascularization^50^, and *Apln* was implicated as a potential factor associated with hypoxia-induced retinal angiogenesis^51^. It is not surprising that the supreme enriched gene set was hypoxia (Fig. 1c, Supplementary Dataset 3). Another captivating, highly enriched network identified was glycolysis. Hexokinase is a key regulatory enzyme for glycolysis, which is highly expressed in photoreceptors^52^. The mRNA for isoform 2 (*Hk2*) was among the top regulated genes in this network, pointing towards an increased glycolysis. Such a glycolytic increase is further supported by the increased expression of *Ldha* (Fig. 1c, Supplementary Dataset 3), potentially leading to an elevated lactate production. 

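*Hk2*, the hexokinase bound to mitochondria, rose after 7% oxygen by a log2 fold change of 1.30 (SE 0.09, adjusted p = 3.08e-08), to an FPKM of 376 ± 32.2 (mean ± SD) from 153 ± 21.1 (n = 6 mice per group). *Ldha* rose to 1880 ± 101 from 1100 ± 44.5 and is among the most abundant transcripts of the retina. The authors propose an increase of glycolysis with more lactate. Lactate and the flux through glycolysis are not part of these data.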

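*Slc16a3* encodes the monocarboxylate transporter MCT4, which carries lactate out of glycolytic cells. After 6 h at 7% oxygen it rose by a log2 fold change of 2.28 (SE 0.11, adjusted p = 3.80e-09), to an FPKM of 128 ± 13.3 (mean ± SD) from 26.6 ± 5.27 in normoxia (n = 6 mice per group).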

Lactate might then be handled by MCT4, a lactate transporter across the plasma membrane encoded by the highly upregulated *Slc16a3* gene in this network. Our data set of genes involved in the acute response to strong hypoxia could be used as reference for studies of ischemic stroke, sleep apnea, and other conditions characterized by a sudden drop of oxygen levels, which can lead to visual disturbances (reviewed in^53,54^).

In contrast to acute and severe hypoxia, our data set on differentially expressed genes in long-term, moderate normobaric hypoxia aimed to identify adaptive gene expression patterns that may be relevant to physiological conditions in the aging eye, where reduced choroidal blood flow and age-related tissue alterations can cause mild but sustained hypoxia in the RPE and retina. To understand alterations and potential adaptive mechanisms under such conditions, we followed the expression levels of individual genes over time and categorized DE genes into 4 groups.

The group of gradual adapters represented genes which expression gradually returned to basal levels by 11 weeks of exposure (Fig. 2). Several of these genes (*Elf3, Csrp3, Gsc2, Insm1, and Cited4*) are involved in transcriptional regulation*.* Except for *Elf3*, all of these transcriptional regulators were initially downregulated, suggesting generally reduced transcriptional activity as an early retinal response. In contrast, genes involved in energy metabolism regulation, such as *Fabp5* (fatty acid-binding protein 5) and *Ak4* (adenylate kinase 4), were upregulated at the early but not late timepoint. 

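*Elf3*, an epithelial ETS factor, was higher by a log2 fold change of 1.14 (SE 0.19, adjusted p = 0.000226) after 6 h at 14% oxygen and 1.05 (SE 0.25, adjusted p = 0.00331) after 48 h (n = 6 mice per group). *Csrp3*, a LIM protein of muscle, was lower by −1.56 (SE 0.27, adjusted p = 0.00044) and −0.81 (SE 0.26, adjusted p = 0.0252), and *Gsc2*, a goosecoid homeobox gene, by −1.48 (SE 0.14, adjusted p = 1.43e-06) and −1.01 (SE 0.13, adjusted p = 1.36e-05). *Insm1*, a zinc finger factor of neuroendocrine cells, was lower by −1.16 (SE 0.06, adjusted p = 2.47e-09) and −0.93 (SE 0.07, adjusted p = 5.19e-08). *Csrp3* and *Insm1* are called after 6 h only, *Elf3* and *Gsc2* at both times. The authors propose lower transcriptional activity as an early response; a level of RNA synthesis is not part of these data.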

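*Ak4*, an adenylate kinase of the mitochondrial matrix, was higher by a log2 fold change of 1.27 (SE 0.07, adjusted p = 9.02e-09) after 6 h at 14% oxygen, 0.73 (SE 0.08, adjusted p = 4.97e-06) after 48 h and 0.48 (SE 0.09, adjusted p = 0.0161) after 11 weeks (n = 6 mice per group). *Fabp5* had an FPKM of 23.4 ± 20.2 (mean ± SD) after 6 h and 7.6 ± 1.39 in normoxia. The rise of *Ak4* shrank with time, and the SD of *Fabp5* is large beside its mean.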

*Fabp5* is involved in fatty acid uptake, transport, and metabolism. The upregulation of *Fabp5* in animal models with acute oxygen deficiency such as neurotrauma and cerebral ischemia^55,56^, as well as in cancer^57^, suggests that it may compensate for energy stress and prevent apoptosis. *Ak4* regulates cellular ATP levels and is thus directly involved in controlling energy metabolism. Elevated *Ak4* levels during early hypoxia may contribute to protection against cell death^58^. 

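*Hspa1b*, an inducible HSP70, fell by a log2 fold change of −1.28 (SE 0.15, adjusted p = 1.83e-05) after 6 h at 14% oxygen, by −0.98 (SE 0.13, adjusted p = 3.00e-05) after 48 h and by −0.54 (SE 0.12, adjusted p = 0.025) after 11 weeks, and by −1.92 (SE 0.15, adjusted p = 5.42e-08) after 7% oxygen (n = 6 mice per group). Its neighbour *Hspa1a* fell by −0.95 (SE 0.12, adjusted p = 1.66e-05) after 6 h at 14%, the chaperonin gene *Hspe1* by −0.77 (SE 0.06, adjusted p = 7.61e-08) and *Cacybp*, a partner of HSP90, by −0.53 (SE 0.08, adjusted p = 7.26e-05). Of 18 heat shock genes 10 fell and 0 rose (11 and 0 adjusted over the list alone, median −0.27, camera adjusted p = 0.0121, adjusted p = 0.668 with an estimated correlation). At 7% oxygen 12 fell and 0 rose (12 and 0, median −0.31, 0.000237, adjusted p = 0.356 with an estimated correlation), the constitutive *Hspa8* by −1.01 (SE 0.07, adjusted p = 4.60e-08).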

*Hspa1b* (heat shock 70 kDa protein 1B) is another interesting gene that was initially downregulated, but its expression later returned to basal levels. *Hspa1b* encodes a heat shock protein that protects other proteins from stress-induced degradation^59,60^. The downregulation of *Hspa1b* may support cellular systems that control global protein load^61^, potentially optimizing cellular energy demand. The relevance of *Hspa1b* in hypoxic ocular tissues is further exemplified by a polymorphism in *HSPA1B,* which is associated with the development of glaucoma^62^. Another downregulated gene associated with retinal disease is *Glb1l3* (Galactosidase beta 1 like 3), which has been implicated in age-related metabolic stress and found to be reduced in *Rpe65* knockout mice, connecting it to the pathophysiology of Leber congenital amaurosis^63^. Together, our data suggest that the group of gradual responders includes genes that help ignite a quick response to cope with the adverse conditions by regulating genes that restore energy metabolism or reduce energy-consuming processes such as gene and protein expression.

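*Glb1l3*, a galactosidase gene active in retina, was lower by a log2 fold change of −1.36 (SE 0.08, adjusted p = 1.70e-08) after 6 h at 14% oxygen and −0.72 (SE 0.09, adjusted p = 2.89e-05) after 48 h, and at −0.02 (SE 0.06, adjusted p = 0.923) after 11 weeks (n = 6 mice per group). It is called after 6 h only. It was also among the genes lower in 14-48h-JFJ.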

In the group of slow adapters, we identified several downregulated genes that are involved in the development and/or progression of retinal degeneration (*Cebpb, Egr4,* and *Ier5l*) or apoptosis (*Nrtn, Ccdc85b, Junb* and *Jund*). In contrast, four keratin genes (*Krt15, Krt5, Krt80,* and *Krt6b*) that support structural cell and tissue integrity were upregulated. This may indicate that after the acute reaction to hypoxia that aims to maintain energy homeostasis (see above), retinal cells may attempt to prevent cell death and support or maintain structural tissue integrity in a more prolonged, slowly adapting response that returns to basal levels only later.

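After 48 h at 14% oxygen *Cebpb*, of inflammatory gene control, was lower by a log2 fold change of −2.59 (SE 0.18, adjusted p = 5.19e-08), the early gene *Egr4* by −1.69 (SE 0.32, adjusted p = 0.00065) and *Ier5l* by −1.27 (SE 0.12, adjusted p = 1.12e-06) (n = 6 mice per group). *Nrtn* (neurturin), a survival factor of neurons, was lower by −2.29 (SE 0.15, adjusted p = 2.75e-08) after 6 h and −2.46 (SE 0.16, adjusted p = 2.40e-08) after 48 h. *Ccdc85b*, of Wnt signaling, was lower by −1.88 (SE 0.08, adjusted p = 9.42e-10), and the AP-1 genes *Junb* and *Jund* by −1.35 (SE 0.15, adjusted p = 1.98e-05) and −1.53 (SE 0.07, adjusted p = 9.42e-10). In 14-48h-JFJ against normoxia, at like oxygen and duration, *Egr4* was at −1.47 (SE 0.55, adjusted p = 0.133), *Junb* at −0.65 (SE 0.12, adjusted p = 0.00967), *Cebpb* at −0.62 (SE 0.14, adjusted p = 0.0191), *Ier5l* at −0.14 (SE 0.13, adjusted p = 0.556), *Jund* at −0.08 (SE 0.06, adjusted p = 0.531), *Ccdc85b* at −0.05 (SE 0.06, adjusted p = 0.689) and *Nrtn* at 0.50 (SE 0.12, adjusted p = 0.0284).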

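After 48 h at 14% oxygen the keratins were higher by log2 fold changes of 1.59 (SE 0.28, adjusted p = 0.000517) for *Krt15*, 1.54 (SE 0.32, adjusted p = 0.00142) for *Krt5*, 1.54 (SE 0.27, adjusted p = 0.00033) for *Krt80* and 1.06 (SE 0.25, adjusted p = 0.00356) for *Krt6b* (n = 6 mice per group). In 14-07w-JFJ the keratin genes *Krt15* and *Krt80* of surface epithelium were higher by 2.24 (SE 0.30, adjusted p = 0.00259) and 1.81 (SE 0.26, adjusted p = 0.0024), with *Cbr2* by 2.71 (SE 0.29, adjusted p = 0.000712) and *Alox12e* by 2.73 (SE 0.42, adjusted p = 0.00511). There 12 of 35 corneal and conjunctival genes were higher and 0 lower (26 and 0 adjusted over the list alone, median 1.27, adjusted p = 0.0513 with an estimated correlation). The authors propose that retinal cells counter cell death and maintain tissue integrity in this phase. All 4 keratins are markers of the cornea and conjunctiva, and their cell of origin is not known from these data.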

Genes in the groups of constant and gradual responders were mostly downregulated. While decreased *Dio2* expression has been shown to improve cone survival, likely through modulation of cellular thyroid hormone signaling^34^, decreased *Nr4a1* and *Nr4a3* levels may modulate the HIF1 pathway. Since NR4A1 can stabilize HIF1A at the protein level by increasing its transcriptional activity^64^ and NR4A3 has been proposed as a downstream effector of HIF1 signaling^65^, reduced expression of the two nuclear receptors may down modulate HIF1 activity and thus contribute to the adaptation process. As the gradual responder genes do not return to basal levels even after prolonged exposure to hypoxia, they might represent key regulators of the cellular adaptation to long-term hypoxia.

The general cellular response to hypoxia through transcriptional regulation by HIF1 and HIF2 is well described (reviewed in^66^). Since these transcription factors are mostly regulated on the protein level, their transcripts were not identified in our transcriptomic approach. However, we found several other genes across all groups that are directly or indirectly linked to gene regulation. 

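*Hif1a*, the oxygen-regulated subunit of HIF1, was at a log2 fold change of −0.12 (SE 0.06, adjusted p = 0.111) after 6 h at 7% oxygen, and *Epas1*, that of HIF2, at 0.06 (SE 0.06, adjusted p = 0.4) (n = 6 mice per group). At 14% oxygen *Hif1a* was at −0.05 (SE 0.04, adjusted p = 0.333) after 6 h and 0.11 (SE 0.03, adjusted p = 0.0916) after 11 weeks, and *Epas1* at 0.14 (SE 0.06, adjusted p = 0.087) and −0.06 (SE 0.05, adjusted p = 0.538). All values lie far below the threshold of 1. Protein levels were not measured in these data.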

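*Papolb*, a testis poly(A) polymerase, was lower by a log2 fold change of −1.17 (SE 0.22, adjusted p = 0.000627) after 6 h at 14% oxygen, and *Rpl9*, of the large ribosomal subunit, was at −0.09 (SE 0.04, adjusted p = 0.056) (n = 6 mice per group). After 48 h *Scand1* was lower by −2.93 (SE 0.12, adjusted p = 1.10e-09), the zinc finger gene *Zfp771* by −1.87 (SE 0.10, adjusted p = 2.53e-09), the pseudogene *Rpl9-ps6* by −3.47 (SE 0.24, adjusted p = 5.13e-08) and *Lars2* by −1.72 (SE 0.14, adjusted p = 4.25e-06). Of 33 immediate early genes 17 were then lower and 0 higher (17 and 0 adjusted over the list alone, median −0.61, camera adjusted p = 0.000232, adjusted p = 0.44 with an estimated correlation). Oxidative phosphorylation genes were lower in 61 of 80 cases and higher in 3 (64 and 3, adjusted p = 0.307 with an estimated correlation), *Cox7c* of complex IV by −0.50 (SE 0.04, adjusted p = 1.76e-07). Cytosolic ribosomal protein genes were lower in 61 of 81 and higher in 1 (65 and 2, adjusted p = 0.302 with an estimated correlation), *Rpl31* by −0.63 (SE 0.04, adjusted p = 3.76e-08).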

Since most of them (*Cebpb*, *Cited4*, *Nr4a1*, *Nr4a3*, *Insm1*, *Scand1*, *Rpl9*, *Zfp771*, *Egr4*, *Junb*, *Jund*, *Fosl2* and *Papolb*) were down- and only a few (*Egln1*, *Elf3*) were upregulated, our data may indicate that retinal cells might compensate for increased HIF-mediated gene expression by downregulating other regulatory genes or proteins during adaptation to hypoxia, likely in an attempt to save energy and optimize metabolism under these conditions.

In addition to analyzing retinal mRNA levels during short and long-term hypoxia, we compared retinal gene expression of mice exposed to normobaric and hypobaric hypoxia at high altitude. This data set might be of particular interest for studies on high-altitude retinopathy and retinal hemorrhage^13,19^. Among the 17 genes that were expressed at higher levels at both time-points during hypobaric hypoxia (Fig. 3c,d), we identified *Lum* (Lumican) and *Dcn* (Decorin), members of the small leucine-rich proteoglycan family. Both contribute to the formation of the extracellular matrix (ECM) in sclera and cornea^67^, but have also been detected in the retina^68,69^. 

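*Lum* had an FPKM of 0.511 ± 0.51 (mean ± SD) in 14-48h-JFJ and 0.0237 ± 0.0321 in 14-48h-ZH (n = 6 each). *Dcn*, the connective tissue proteoglycan, had 7.81 ± 8.22 and 0.757 ± 0.38, and the melanosome gene *Gpnmb* 31.3 ± 21.2 and 4.38 ± 3.15. The SD in 14-48h-JFJ is nearly as large as the mean or larger for *Lum* and *Dcn*, so that the rise is uneven between mice.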

While LUM is associated with the development of myopia, DCN has multiple functions including regulation of inflammation, angiogenesis^70^, and as neurotrophic factor during retinal differentiation^71^. We hypothesize that increased expression of these genes may lead to modifications of the ECM composition, potentially affected by changes in intraocular pressure at high altitude^72,73^. In support of this hypothesis, three other genes (*Tpm2, Myh11,* and *Tagln*) that are connected to filaments and thus to intracellular structural integrity were also upregulated in hypobaric hypoxia. 

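*Tpm2* had an FPKM of 4.47 ± 3.44 (mean ± SD) in 14-48h-JFJ and 1.35 ± 0.127 in 14-48h-ZH, *Myh11* of 3.35 ± 3.14 and 0.519 ± 0.191, and *Tagln* of 14.5 ± 12.3 and 2.36 ± 0.722 (n = 6 each). All 3 genes are typical of smooth muscle and pericytes around vessels, and also of iris and choroid. The authors propose that structural integrity changes with pressure. The cells that express the genes are not known from these data.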

Tropomyosin 2 (*Tpm2*), for example, stabilizes actin filaments and regulates structural and dynamic properties (reviewed in^74^). Such potential changes in the ECM composition and structural integrity of filaments could create conditions that facilitate the shortening of cone and rod photoreceptor segments, as observed under three conditions, including short-term hypobaric hypoxia (Fig. 5b,d).

Shortening of photoreceptor outer segments was also observed in ground squirrels during hibernation^41–43,75^, which can be described as a “natural” form of chronic hypoxia. Analysis of the expression levels of genes involved in photoreceptor inner/outer segment formation revealed two up-regulated genes in the 07-06 h-ZH group, *Kif17* and *Mertk*, which are connected to photoreceptor turnover and homeostasis^76,77^. This raises the possibility that the shortening of segments in hypoxia may be associated with an altered balance between disc biogenesis and shedding. 

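*Kif17*, a kinesin of the photoreceptor cilium, rose after 7% oxygen by a log2 fold change of 1.09 (SE 0.10, adjusted p = 2.91e-07), to an FPKM of 5.24 ± 0.581 (mean ± SD) from 2.4 ± 0.205 (n = 6 mice per group). *Mertk*, the receptor by which pigment epithelium engulfs outer segments, rose by 0.85 (SE 0.16, adjusted p = 0.000329), to 3.8 ± 0.901 from 2.02 ± 0.287. Most other genes of photoreceptor segments fell: the matrix gene *Impg1* by −0.55 (SE 0.05, adjusted p = 9.69e-08), *Rpgrip1* of the connecting cilium by −0.46 (SE 0.04, adjusted p = 1.32e-07) and the disc protein gene *Prcd* by −0.63 (SE 0.05, adjusted p = 1.37e-07). Of 41 such genes 23 were lower and 4 higher (23 and 5 adjusted over the list alone, median −0.17, camera adjusted p = 0.0013, adjusted p = 0.256 with an estimated correlation). *Mertk* stays below the fold threshold. Rod markers, none of them in this list, were lower by −0.21 (pooled SD 0.04, adjusted exact p = 0.0268) in the same mice. For pigment cell markers the difference there was 1.01 (pooled SD 0.92, adjusted exact p = 0.177), above the limit of 0.05. The cells in which *Mertk* rose are not known from these data.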

Although further experimentation is needed to test the potential effect of hypoxia on these processes, it seems clear that even prolonged exposure to moderately reduced oxygen levels does not lead to drastic changes in the macroscopic architecture of the retina or individual photoreceptors in mice.

## Conclusion

This study provides a comprehensive overview of the transcriptomic response of the retina to normobaric and hypobaric hypoxia. An overall view of the adaptation of retinal cells to sustained hypoxia is provided, and the differences in the consequences for gene expression after exposure to high altitude or normobaric hypoxia are highlighted. Gene clusters of the acute response to hypoxia may serve as a reference for situations in which acute changes in oxygen levels contribute to pathology (e.g. stroke), whereas genes identified in the chronic, moderate hypoxia groups may support research of diseases characterized by reduced oxygenation of the retina over a prolonged period, such as the slowly developing dry AMD.

## Material and methods

### Mice

This study is reported in accordance with the ARRIVE guidelines. Animal maintenance and experimentation adhered to the regulations of the Cantonal Veterinary Offices of Kanton Bern and Zurich, Switzerland and the ARVO Statement for the use of Animals in Ophthalmic and Vision Research. The protocol was approved by the veterinary authorities of Kanton Zurich and Bern (license numbers: ZH080/19, ZH214/17). Mice assigned to the low-altitude groups were housed in the animal facility of the University of Zurich at 408 masl with a 14/10 h light/dark cycle. A total of 52 C57BL/6J mice were included in the study providing material for sequencing, immunofluorescence, and morphology evaluation. Animals assigned to the high-altitude groups were transported to the high-altitude research station on the Jungfraujoch ((JFJ) 3450 masl) in a single journey of 270 min duration and maintained with a 12/12 h light/dark cycle. All animals had access to food and water ad libitum and cages included environmental enrichment. Average light intensities were between 60 to 150 lx, depending on the position of the cages in the facilities. The normoxic control group included 6 males and 4 females, and the experimental groups 8 males and 8 females for high altitude (hypobaric hypoxia) and 15 males and 11 females for normobaric hypoxic conditions. 42 mice (n = 6, for each group) were used for RNA sequencing. No gender specific comparison was performed during this study.

### Exposure to hypoxia

Mice (n = 6) were assigned to control groups (normoxia) or 6 different hypoxic conditions, defined by the following terminology ‘oxygen saturation – time spent in hypoxia (duration)—location of experiment’ (Table 1). For all experiments performed in Zurich (ZH), mice were placed in their home cage in isobaric hypoxia chambers and exposed to hypoxia for 6 h, 48 h, or 11 weeks. Briefly, oxygen concentration was decreased gradually by 2% every 10 min by altering the oxygen:nitrogen ratio until either 14% or 7% O_2_ was reached. For hypobaric experiments performed at high altitude (JFJ), mice were exposed to the environmental air pressure of approximately 64.65 kPa (slightly fluctuating depending on weather and time of the year), which decreases the ambient partial pressure of oxygen from 21.2 kPa (sea level) to 13.7 kPa (reviewed in^78^).

### Hematocrit and hemoglobin measurements

Mice were euthanized with an overdose of pentobarbital, and blood samples were taken by cardiac puncture with a 30G needle attached to a 1 mL heparinized syringe. Subsequently, the blood was transferred to heparinized microcapillaries (Micro Hematocrit Capillaries, Hecht Assistant, Germany) and centrifuged for 5 min at 1 × 10^4^ rpm (Hematocrit 20 centrifuge, Hettich, Germany). Hemoglobin measurements were performed using ABL800 (Radiometer RSCH GmbH, Switzerland) according to manufacturer’s instructions, or measurements were performed using a portable device (LP 420 Laborphotometer, Dr.Lang, Germany) for samples collected at JFJ.

### RNA Isolation, RNA sequencing, and real-time PCR

Retinas were isolated through a slit in the cornea and snap-frozen in liquid nitrogen. For isolation of RNA from the RPE, the eyecup (EC) containing RPE was dissected, cleaned from excessive connective tissue, and snap-frozen. If transportation was necessary, retinas were kept on dry ice before they were stored at − 80 °C. RNA was isolated using an RNA isolation kit (Nucleo Spin RNA, Macherey–Nagel GmbH & Co.KG, Düren, Germany) with an additional, on-column DNase I treatment according to the manufacturer’s instructions. Samples with high-quality RNA (RQN ≥ 6.9) measured with ProSize Data Analysis Software (Version 4.0, www.agilent.com/en/product/automated-electrophoresis/fragment-analyzer-systems/fragment-analyzer-systems-software/fragment-analyzer-software-1149185) and the Fragment Analyze Automated CE System (Advanced Analytical Technologies, Inc., Ankeny, USA) were used. One retina of each animal was used for sequencing data acquisition, whereas the contralateral eye was used either for immunofluorescence or morphologic evaluation. N = 6 per experimental group. The RNA samples were individually processed, and sequencing was performed on an Illumina NovaSeq (Illumina, Eindhoven, Netherlands) using a paired-end high-output sequencing kit (Illumina) at the Functional Genomics Center Zurich (FGCZ, University of Zurich, Zurich, Switzerland). GRC38p5 was used as the reference genome for all analyses (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.25/). Supplementary Dataset 5 shows the acquired data for all 25,700 sequences in the reference genome set for all conditions.

For real-time PCR, first-strand cDNA synthesis was performed by M-MLV reverse transcriptase (Promega, Dübendorf, Switzerland) using 1 μg of RNA. Gene expression analysis was performed via semi-quantitative real-time PCR (QuantStudio 3, ThermoFisher Scientific, Bremen, Germany) with 10 ng of cDNA as template and PowerUp SYBR Green Master Mix (ThermoFisher Scientific). Primer pairs (Table S4) were designed to span large intronic regions and avoid known SNPs in mouse sequences. Gene expression was normalized to β-Actin (*Actb*), and relative expression was calculated by the comparative threshold cycle method (2^-ΔΔCT^)^79^. Grubb’s outlier test with α = 0.01 was performed to identify outliers.

### Bioinformatic analysis

Bioconductor package edgeR^80^ was applied for pairwise comparisons between the various conditions to normoxia. FastQC was performed for quality control. A gene set most likely representing contaminating genes from RPE or vitreous, and genes with strongly varying expression values across samples were excluded from downstream analysis (Table S3). Differentially expressed (DE) genes were defined by applying the Benjamini–Hochberg false discovery rate (FDR) method^81,82^ and setting the significance threshold to ≤ 0.05 and a log_2_ fold-change ≥ ± 1. FDR was chosen over Bonferroni correction for its greater power to detect true positives while still controlling for false positives at an acceptable level. Additionally, an FPKM filter was applied, and genes with more than 3 replicates in one group displaying an FPKM of 0 were excluded from the analysis.

Clustering and hierarchical heatmap visualization was performed in Rstudio (Package: ComplexHeatmap Version 2.8.0; R Version 3.6.0, www.R-project.org). Gene set enrichment analysis (GSEA) was performed using GSEA (Version 4.1.0, www.gsea-msigdb.org) software provided by UC San Diego, Broad Institute of Massachusetts Institute of Technology and Harvard University^83,84^. The analysis was conducted on pre-ranked gene list based on log_2_ fold-changes. The hallmark gene sets from Molecular Signatures Database (MSigDB, Version 7.2, www.gsea-msigdb.org^85,86^) were used to compare 07-06 h-ZH versus normoxic conditions.

The Cytoscape (Version 3.8.2, www.cytoscape.org) plug-in GeneMANIA (Version 3.5.2, www.genemania.org^87^) was used to generate gene co-expression networks based on expression data sets from publicly available databases.

### Morphology and immunofluorescence

For morphologic examination, mice were euthanized with either CO_2_ inhalation followed by decapitation or an overdose of pentobarbital. Eyes were marked at the nasal limbus, enucleated, and fixed in 2.5% glutaraldehyde in cacodylate buffer for 12–24 h at 4 °C. After trimming and dehydration in increasing concentrations of EtOH, eyes were postfixed in 1% osmium tetroxide and embedded in Epon 812 as previously described^88^. Dorso-ventral cross-sections (0.5 μm) cut through the optic nerve head were counterstained with toluidine blue and analyzed by light microscopy (Axioplan, Zeiss, Jena, Germany). Length of photoreceptor segments and thickness of the ONL were measured every 200 μm between 200–1200 μm ventral and dorsal of the optic nerve head using Adobe Photoshop CS6 ruler tool (Adobe Systems, Inc., San Jose, CA, USA) on reconstructed retinal panorama images^89^. Three measurements of ONL and photoreceptor segments were averaged per area. To account for potential variations in the fixation-induced shrinkage factor between eyes, photoreceptor segment lengths were expressed relative to the ONL thickness (Fig. S5) at each measured point along the retina.

For immunofluorescence, eyes were marked nasally and fixed in 4% paraformaldehyde (PFA) in phosphate buffer as described before^89^. After removal of the lens, eyecups were further fixed in 4% PFA for 2–24 h. After fixation, eyecups were cryoprotected in 30% sucrose (Sigma-Aldrich, St. Louis, MO, USA) overnight, embedded and frozen in freezing medium (O.C.T., Leica Biosystems Nussloch GmbH, Nussloch, Germany), and stored at − 80 °C until sectioning. Twelve micron thick dorso-ventral sections were blocked in phosphate buffer containing 3% normal goat serum (Sigma-Aldrich) and 0.3% Triton X-100 (Sigma) followed by incubation with Isolectin (GS-IB4-Alexa594, 1:250, I21413, Invitrogen) or the following primary antibodies in blocking solution overnight: rabbit anti-ARR3 (cone arrestin 1:1000, AB15282, Merck); mouse anti-GFAP (glial fibrillary acidic protein, 1:250, G3893, Sigma) and rabbit anti-AIF1 (allograft inflammatory factor 1 (also called IBA1), 1:500, 019-19741, Wako). After washing, sections were incubated for 1 h with corresponding secondary antibodies in blocking solution and counterstained with 4′,6-diamidino-2-phenylindole (DAPI). After mounting, slides were examined using a fluorescence microscope (Axioplan, Zeiss) and analyzed using the Adobe Photoshop CS6 ruler tool (Adobe Systems). Cone segments were measured every 200 μm from 400 to 1200 μm ventral and dorsal to the optic nerve head. The average values of 10 cones are given for each measurement. ONL thickness was determined by averaging 3 measurements every 200 µm as described above.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism version 8.4.3 for Windows (GraphPad Software, San Diego, Ca, USA, www.graphpad.com). All data are presented as mean values ± standard deviation (SD). For qPCR analysis, significance was determined by one-way ANOVA (α = 0.05) against normoxic control with Dunnett’s multiple comparison post-test and additional Grubbˈs test (α = 0.01) to identify outliers. Significance test for hemoglobin and hematocrit analysis was performed with one-way ANOVA with Holm-Sidak’s multiple comparison test (α = 0.05).

## Supplementary Information

Supplementary Data 1.

Supplementary Data 2.

Supplementary Data 3.

Supplementary Data 4.

Supplementary Data 5.

Supplementary Information.

## Data Availability

All datasets generated during the current study are included in this manuscript and its Supplementary Datasets 1–5. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^90^ and are accessible through GEO Series accession number GSE173233 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173233).

How the deposited data were processed for this re-analysis (not part of the article)

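RNA was sequenced from 42 retinas, 1 per mouse, in 7 groups of 6 mice: normoxia, hypoxia of 6 h at 7% oxygen, hypoxia at 14% oxygen and normal pressure (ZH) that lasted 6 h, 48 h or 11 weeks, and a stay of 48 h or 7 weeks at 3450 m (JFJ). The mice were 9 to 11 weeks old at the start. Normoxia lasted 11 weeks, so the normoxic mice were older at the end than those of 6 h and 48 h. The deposited table holds 2 values per gene and mouse for 25700 genes of the mouse genome GRCm38, and all its columns could be assigned to a mouse.
The FPKM values were made by the authors, who aligned the reads with STAR; the version, the counting tool and the gene lengths and totals behind the FPKM are not stated. The second value is a normalized signal per gene: per the file headers it is a normalized count, for which the authors multiplied the gene counts of each library by 1 factor. In 36 libraries the factor could be worked out from the steps between low values, which were whole in 100% of cases within a tolerance of 0.1 steps, and the reads per gene were recovered. In 6 libraries the step is too close to 1 for this: replicates 3 and 5 of Normoxia, replicate 4 of 07-06h-ZH, replicate 6 of 14-06h-ZH, replicate 1 of 14-11w-ZH and replicate 4 of 14-48h-JFJ. These took no part in tests on reads.
The recovered libraries hold 13986520 to 33595709 reads in genes (median 18437268). By group the median is 19047771 for Normoxia, 19759224 for 07-06h-ZH, 16811923 for 14-06h-ZH, 18461357 for 14-48h-ZH, 18896079 for 14-11w-ZH, 19105899 for 14-48h-JFJ and 17884446 for 14-07w-JFJ. The 10 most abundant genes take 9.30% of the normalized counts in Normoxia, 10.14% in 07-06h-ZH, 10.75% in 14-06h-ZH, 10.83% in 14-48h-ZH, 9.59% in 14-11w-ZH, 9.23% in 14-48h-JFJ and 9.26% in 14-07w-JFJ. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM.
Each hypoxic group was compared with normoxia, each hypobaric group with its normobaric counterpart, and 14-48h-ZH with 14-06h-ZH, always with the 12 mice of the 2 groups only. The test was limma 3.58.1 (lmFit, eBayes with trend and robust options) on log2(FPKM + 0.1) in R 4.3.3, with Benjamini-Hochberg adjustment. Genes with an FPKM of 0 in more than 3 mice of either group were left out, as in the paper. A gene is called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Haemoglobins, crystallins, *Rpe65*, *Mlana* and *Pmel* were left out of the counts after the test. SE stands for the standard error of the fold change. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.
Genes called after 6 h only whose fold change falls by 48 h are counted as gradual adapters. Slow adapters are called at 6 h and 48 h in the same direction and not at 11 weeks, constant responders at all 3 times, and gradual responders at 11 weeks with the most extreme value then. For the hypobaric comparisons, genes with a Pearson correlation of at least 0.5 with *Rpe65* over log10(FPKM + 1) of all 42 mice were left out. The paper writes of a correlation coefficient, which is read here as Pearson's r. Of the 92 genes the paper keeps, 29 have an r of at least 0.5 and 0 a squared r of at least 0.5. The filter used here may therefore be stricter than the paper's. Overlaps between comparisons that share the normoxic mice were set against 20 simulations of unchanged groups, against independent lists, and against 20 divisions of the normoxic mice between the comparisons. Each comparison was repeated on 100 of the 462 ways to split its 12 mice into groups of 6.
Lists of 16 pathways or gene classes and 17 cell types were written before the data were examined, and 5 lists were taken from the paper. They were tested with camera of limma at a preset correlation between genes of 0.01, with camera at an estimated correlation and fry beside it, and adjusted over the lists of a comparison. Mean marker levels of cell types were compared by exact enumeration. The genes named are those the paper's text names for a comparison, except 1 that was left out for a reason other than its values, up to 10 called genes with the largest increase and 10 with the largest decrease among those with a mean FPKM of at least 1 and no overlap between the groups, and up to 4 members with the smallest p of each list described. The values in Fig. 2b and Supplementary Data 1 to 4 had been seen when this rule was written.
Alternatives set beforehand were pseudocounts of 1 and 0.01, no filter on low FPKM, a mean FPKM of at least 1, median-of-ratios scaling, all 7 groups in 1 fit, replicate number as a block, limma without trend and robust options, and contamination genes kept. For the filter on *Rpe65* they were the Spearman correlation, the 12 hypobaric mice alone, a limit of 0.3, and marker lists in its place. After the data were seen 5 were added: limma on the normalized counts of 42 libraries, the edgeR 4.0.16 quasi-likelihood test on the recovered reads of 36 libraries, a correction that removes a smooth trend of expression on GC content (10 degrees of freedom, 99.6% of genes with a GC content), the squared correlation with *Rpe65*, and a term beside the group for mice with Y-linked expression (an FPKM above 1 for each of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*). The last was fitted in every comparison but 14-11w-ZH over Normoxia, whose mice all have it.
The pipeline was tested on simulated data made from the real groups. The changed genes were drawn from those with an FPKM of about 1 or more in the reference group, and each gene varied independently of the others. Recovery of genes with lower FPKM, and false calls from variation that genes share, were therefore not tested. Of 100 genes changed by a log2 of 1.5, limma recovered 98 in 07-06h-ZH over Normoxia, 99 in 14-06h-ZH, 100 in 14-48h-ZH and 99 in 14-11w-ZH, and between 95 and 98 in the comparisons with hypobaric groups, with 1 to 6 false calls in each. The edgeR test recovered 95 to 99, with 3 to 8 false calls.
Retinal sections, segment lengths, hematocrit and real-time PCR are reported in the paper and its supplement and were not analysed here. Table S3 is not at hand. DESeq2 had been planned for the case that whole counts are deposited and was not run.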

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

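The tests for single mice far from their group and the test of a difference between the 2 hypobaric durations were chosen only after the group results were seen.
In 17 of 161 groups of 6 mice, over the cell type content and the 6 genes of the real-time PCR, 1 mouse lay far from the other 5; chance gives 1 in 20, or 8.1 groups. Content is the mean log2(FPKM + 0.1) of a cell type's markers. The measure is the gap to the nearest mouse as a share of the range, with a critical value of 0.625. Tissue from outside the retina gave the largest gaps. Lens content was 5.35 in replicate 5 of 14-07w-JFJ and −1.44 to −0.82 in the others (gap 0.91). Pigment cell content was −0.19 in replicate 6 of 14-11w-ZH and 1.08 to 1.42 in the others (0.79). Smooth muscle content was 1.81 in replicate 1 of Normoxia and 0.20 to 0.63 in the others (0.73), and high in replicate 4 of 14-06h-ZH (0.65). Stromal content was low in replicate 1 of 14-06h-ZH (0.63). Red blood cell content was high in replicate 1 of Normoxia (0.65) and in replicate 5 of 14-07w-JFJ (0.63).
Among cells of the retina, rod content was 10.22 in replicate 2 of Normoxia and 10.07 to 10.12 in the others (0.70), and low in replicate 6 of 14-48h-JFJ (0.65). Replicate 1 of 14-48h-ZH lay apart in 3 measures, low in cones (0.65), high in Müller glia (0.67) and low in *Bnip3*, a mitophagy gene induced by HIF (0.65). In the same group replicate 4 was high in bipolar cells (0.66) and replicate 6 low in horizontal cells (0.65). In 07-06h-ZH replicate 1 was low in bipolar cells (0.64) and replicate 6 low in amacrine cells (0.68). *Adm*, the vasodilator adrenomedullin, was low in replicate 3 of 14-11w-ZH (0.64). The other 129 named genes gave 65 such mice in 903 groups, where chance gives 45.1.
The difference between hypobaric and normobaric hypoxia was not the same at 48 h and at 7 to 11 weeks. In a limma test of the interaction 4444 of 16774 genes pass an adjusted p of at most 0.05, and 177 of these differ by a log2 of at least 1. Both durations compare different code series of the libraries, so that pressure, duration and series cannot be told apart here.
Some gene groups that the paper does not discuss moved as a group. After 6 h at 7% oxygen, of 19 genes that glucocorticoids induce 14 rose and 1 fell (14 and 1 adjusted over the list alone, median 0.97, camera adjusted p = 4.16e-08, adjusted p = 0.0465 with an estimated correlation), led by the sulfotransferase gene *Sult1a1*, with a log2 fold change of 1.39. Of 25 genes of cholesterol synthesis 19 fell and 0 rose (19 and 0 adjusted over the list alone, median −0.29, camera adjusted p = 3.92e-06, adjusted p = 0.0465 with an estimated correlation), the demethylation enzyme *Msmo1* by −0.68 (SE 0.06, adjusted p = 1.09e-07) and the isomerase *Idi1* by −0.83. In the same mice rod markers were lower by −0.21 (adjusted exact p = 0.0268) and markers of endothelium and horizontal cells higher by 0.23 (0.031) and 0.15 (0.0268). In 14-07w-JFJ over 14-11w-ZH 7 of the 19 glucocorticoid genes rose and 0 fell (11 and 0 adjusted over the list alone, median 0.31, camera adjusted p = 7.50e-08, adjusted p = 0.0481 with an estimated correlation), among them *Tsc22d3*, a mediator of glucocorticoid action, by 0.26 (SE 0.05, adjusted p = 0.0175). Of 18 endothelial genes 3 rose there and 0 fell (7 and 2 adjusted over the list alone, median 0.21, camera adjusted p = 0.000811, adjusted p = 0.0481 with an estimated correlation), among them *Ly6c1*, a surface antigen of vessels, by 0.74 (SE 0.10, adjusted p = 0.0019). Markers of smooth muscle, red blood cells, corneal and conjunctival epithelium and microglia were higher in the same comparison, by 1.04 (adjusted exact p = 0.0491), 0.71 (0.031), 1.11 (0.031) and 0.24 (0.046); for pigment cell markers the difference was 1.97 (0.0542), above the limit of 0.05. With an estimated correlation all 4 lie close to the limit of 0.05.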

How the results depend on the processing

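The tests on normalized counts and on recovered reads, with the GC correction, with the squared correlation with *Rpe65* and with a term for Y-linked expression were chosen only after the results were seen; the other tests were planned. Of the counts of called genes under settings fixed beforehand, 112 stayed within a factor of 1.5 and 50 did not; under the added ones 46 did and 22 did not. For the genes named, the settings fixed beforehand left 2108 values on their side of an adjusted p of 0.05, in the same direction. Of the rest, 51 rose above this limit, 28 came within it, and 2 turned. Added ones left 884, while 61 rose above it, 11 came within it and 5 turned. The fold threshold of a call was not part of these counts, so they do not show how stable the calls are. Where a value moved, the cause was not tested, except that a mean FPKM of at least 1 tests fewer genes and the test on reads uses fewer mice.
With a pseudocount of 1, 222 genes are called in 07-06h-ZH, 46 in 14-06h-ZH, 42 in 14-48h-ZH, 1 in 14-11w-ZH, 9 in 14-48h-JFJ and 13 in 14-07w-JFJ over normoxia. There are then 74 in 14-48h-JFJ over 14-48h-ZH, 9 in 14-07w-JFJ over 14-11w-ZH and 0 in 14-48h-ZH over 14-06h-ZH, and 209 genes called only in 07-06h-ZH, 13 gradual adapters, 31 slow adapters, 1 constant responder, 0 gradual responders and 3 shared hypobaric genes. With a pseudocount of 0.01 there are 245 calls in 14-06h-ZH, 118 gradual adapters, 1 constant responder and 6 gradual responders. With a mean FPKM of at least 1, 471 genes are called in 07-06h-ZH, 106 in 14-06h-ZH, 81 in 14-48h-ZH, 136 in 14-48h-JFJ over 14-48h-ZH and 4 in 14-48h-ZH over 14-06h-ZH, with 428 only in 07-06h-ZH, 35 gradual adapters and 1 gradual responder.
All 7 groups in 1 fit give 93 calls in 14-07w-JFJ over normoxia, 85 over 14-11w-ZH and 5 in 14-48h-ZH over 14-06h-ZH, 1 constant responder, 8 gradual responders and 3 shared hypobaric genes. Without trend and robust options there are 2 calls in 14-11w-ZH, 28 in 14-07w-JFJ over normoxia, 10 over 14-11w-ZH and 6 in 14-48h-ZH over 14-06h-ZH, and 0 gradual responders. The genes shared by both hypobaric comparisons are 2 with the Spearman correlation, 0 with a limit of 0.3 and 8 with marker lists. No filter on low FPKM and contamination genes kept moved none of these counts by more than 1.5 times.
On normalized counts 255 genes are called in 14-06h-ZH, 12 in 14-11w-ZH, 69 in 14-48h-JFJ over normoxia and 20 in 14-48h-ZH over 14-06h-ZH, with 141 gradual adapters and 8 gradual responders. On recovered reads 1 gene is called in 14-11w-ZH, 22 in 14-48h-JFJ and 31 in 14-07w-JFJ over normoxia, 76 in 14-07w-JFJ over 14-11w-ZH and 19 in 14-48h-ZH over 14-06h-ZH, with 121 gradual adapters, 1 constant responder and 0 gradual responders. The GC correction leaves 86 calls in 14-48h-ZH, 121 in 14-48h-JFJ over 14-48h-ZH and 1 constant responder; in 14-06h-ZH it gives 70 higher and 55 lower genes. The term for Y-linked expression leaves 21 calls in 14-48h-JFJ over normoxia and 1 constant responder, and gives 83 calls in 14-07w-JFJ over 14-11w-ZH and 30 genes shared by both hypobaric comparisons before the filter on *Rpe65*. *Hif1a* in 14-06h-ZH, at −0.05, turned to 0.01 with median-of-ratios scaling, 0.00 on normalized counts and 0.02 with the GC correction. *Vegfa*, at −0.06, turned to 0.00 with median-of-ratios scaling and 0.00 on recovered reads. With the term for Y-linked expression *Epas1* in 07-06h-ZH turned from 0.06 to −0.02 and *Dio2* in 14-48h-ZH from −0.23 to 0.03. None of these 4 values passed the test.
Of 171 pairs of gene list and comparison that pass with camera at the preset correlation, 21 pass with an estimated correlation; 10 are lost with median-of-ratios scaling.
Replicate numbers do not pair the mice. The correlation of deviations exceeds 0.1 in 1 to 4 of 6 pairs per comparison, and at most 2 of 6 mice correlate best with their own number. With replicate number as a block 15 genes are called in 14-11w-ZH and 6 in 14-48h-ZH over 14-06h-ZH, with 11 gradual responders and 3 shared hypobaric genes; 22 genes are shared by both hypobaric comparisons before the filter on *Rpe65*, 2 gene list results are lost and no other of these counts moves by more than 1.5 times. DESeq2, planned for deposited whole counts, was not run. At 13986520 reads in the smallest recovered library, calls of genes with an FPKM below 1 rest on few reads, and the pseudocount enters these values most.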

Differences from the paper's values

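The tests on normalized counts and on recovered reads, the GC correction and the term for Y-linked expression were chosen only after the values were seen. Counts are at the paper's thresholds, an FDR of at most 0.05 and an absolute log2 fold change of at least 1. The paper tested with edgeR and left out the genes of a table that is not at hand. Alternatives not named beside a value, among those set before the data were examined, still differ from the paper's.
For 07-06h-ZH over normoxia the paper's number of genes is 467 and the number here 710. It is 471 with a mean FPKM of at least 1 and 693 without trend and robust options. The term for Y-linked expression, chosen after seeing the values, gives 685 and drops 98 of the 442 genes the paper lists for this group alone. Of its genes the paper gives 129 as lower, against 226 here and 153 with a mean FPKM of at least 1. The paper's number shared with another group is 25, and here it is 61; no alternative comes within 1.5 times. Of the 442 genes the paper lists for this group alone, 391 are called here and 51 are not.
For 14-06h-ZH Fig. 1a gives about 76 genes, read by eye, against 163 here and 106 with a mean FPKM of at least 1. For 14-48h-ZH it gives about 59, read by eye, against 136 here, 42 with a pseudocount of 1 and 81 with a mean FPKM of at least 1. The GC correction, chosen after seeing the values, gives 86; how many of the paper's genes it drops cannot be counted, as the lists at hand are incomplete.
The paper's gradual adapters number 23, against 68 here, with no alternative within 1.5 times. Of these 15 are higher in the paper and 33 here (11 with a mean FPKM of at least 1), and 8 are lower in the paper and 35 here (9 with a pseudocount of 1). Its slow adapters number 40, against 87 here, 31 with a pseudocount of 1 and 59 with a mean FPKM of at least 1. Its gradual responders number 5, against 3 here and 6 with a pseudocount of 0.01.
For 14-48h-JFJ over 14-48h-ZH the paper has 103 genes, against 219 here, 74 with a pseudocount of 1 and 136 with a mean FPKM of at least 1. The GC correction, chosen after seeing the values, gives 121 and drops 14 of the 63 genes the paper lists. For 14-07w-JFJ over 14-11w-ZH the paper has 98 genes, against 40 here and 85 with all 7 groups in 1 fit. The test on recovered reads, chosen after seeing the values, gives 76 and drops 16 of the 46 genes the paper lists, and the term for Y-linked expression, also chosen after seeing the values, gives 83 and drops 20. At both times the paper has 54 genes before the filter on *Rpe65*, against 13 here and under no alternative set beforehand within 1.5 times. The test on recovered reads, chosen after seeing the values, gives 44 and drops 0 of the 63 and 16 of the 46 listed genes.
After the filter the paper has 63 genes at 48 h, against 137 here, 42 with a pseudocount of 1, 75 with a mean FPKM of at least 1 and 62 with a limit of 0.3. The GC correction, chosen after seeing the values, gives 63 and drops 14 of the paper's genes. At 7 to 11 weeks the paper has 46, against 24 here and 44 with all 7 groups in 1 fit. Limma on normalized counts, chosen after seeing the values, gives 33 and drops 27 of the paper's 46, and the term for Y-linked expression, also chosen after seeing the values, gives 36 and drops 20. At both times it has 17, against 5 here, with no alternative within 1.5 times. Of the 17, 15 have a Pearson r of at least 0.5 with *Rpe65*, so the filter as read here removes them whatever their fold change. The squared correlation, chosen after seeing the values, leaves 176 genes at 48 h, 27 at 7 to 11 weeks and 5 at both times. Of the listed genes 60 of 63 and 14 of 46 are called here before the filter.
For *Adm* at 7% oxygen the paper's log2 fold change is 2.475 and the value here 3.20, and for *Bcl2l10* 2.498 and 3.19; no alternative set beforehand closes either gap. The term for Y-linked expression, chosen after seeing the values, gives 2.92 for *Bcl2l10*, with an error that covers the gap, and drops 98 of the 442. In Supplementary Data 4 the fold changes carry the sign of normobaric over hypobaric hypoxia in 61 of 63 and 46 of 46 genes, among them all 58 and 14 that are called higher in hypobaric hypoxia here, and the paper's values below are given with the sign turned. At 48 h *Cebpb* is 1.450 in the paper and 1.97 here, and *Nrtn* 2.367 and 2.96, and at 7 to 11 weeks *Adh7* is 1.222 and 2.08; no alternative closes these gaps. *Rpl9-ps6* is 2.649 in the paper and 3.90 here (2.49 with a pseudocount of 1).
*Ccdc85b* is 1.653 in the paper and 1.83 here, 1.75 with a pseudocount of 1 and 1.73 with median-of-ratios scaling. *Scand1* is 2.696 in the paper and 2.92 here, with 2.75 and 2.82 under these alternatives. *Hmx1* is 1.177 in the paper and 1.32 here, with 1.23 and 1.21; all 7 groups in 1 fit, the replicate block and limma without trend and robust options leave 1.32 with a wider error that covers the gap. *Jund* is 1.339 in the paper and 1.45 here, with 1.41 and 1.35, and with all 7 groups in 1 fit 1.45 with a wider error. Alternatives chosen after seeing the values also come within the error: limma on normalized counts (1.75, 2.85, 1.24 and 1.38 for *Ccdc85b*, *Scand1*, *Hmx1* and *Jund*), which drops 8 of the paper's 63 genes, recovered reads (1.76, 2.85, 1.24 and 1.37), which drop 0, and for *Ccdc85b* the GC correction (1.69), which drops 14.
Some statements of the paper are not borne out at its thresholds. At 7% oxygen the paper lists *Slc2a1* as called; it is at 0.98 here, 1.02 with median-of-ratios scaling, and, chosen after seeing the values, 1.01 on normalized counts, which drop 46 of the paper's 442 genes, and 1.02 with the term for Y-linked expression, which drops 98. The paper counts *Mertk* as higher; it is at 0.85 here, and recovered reads, chosen after seeing the values, call it at 1.00 and drop 25 of the 442. The paper places *Mt2* and *Apln* next to *H1foo* as the largest rises; *Obox6* at 3.93 and *Olfr1393* at 3.67 are larger.
At 14% oxygen the paper names *Fabp5* after 6 h, which is at 1.14 with an adjusted p = 0.145 and is called in no alternative. Its text also names *Lars1*, measured here as *Lars*, which is at 0.24. Fig. 2b of the paper shows *Lars2* instead, which is called here at −1.61. *Nr4a3* is at −1.06 (adjusted p = 0.101) after 6 h and at −0.90 (adjusted p = 0.138) after 48 h, with a call in no alternative. After 11 weeks it is at −1.65 (adjusted p = 0.0516) and is called with a pseudocount of 0.01, a mean FPKM of at least 1, median-of-ratios scaling, all 7 groups in 1 fit and the replicate block. *Slc16a3* after 48 h is at 0.98 and is called with median-of-ratios scaling (1.06) and, chosen after seeing the values, on normalized counts (1.05), with the GC correction (1.08) and with the term for Y-linked expression (1.04), for which the paper's dropped genes cannot be counted. After 11 weeks *Fosl2* is at −0.98 and called with a pseudocount of 0.01 and, chosen after seeing the values, on normalized counts (−1.01), with the same limit. *Nr4a1* at −1.21 is called with all 7 groups in 1 fit, and *Dio2* at −1.07 and *Sik1* at −1.16 with that fit and the replicate block. *Ctgf* is called in no alternative.
Of the genes the paper lists as higher in hypobaric hypoxia at both times, *C2* at 48 h (1.35) and *Dcn* at 48 h (2.27) are called with all 7 groups in 1 fit and, chosen after seeing the values, on recovered reads, which drop 0 of the 63. At 7 to 11 weeks *C2* is called with all 7 groups in 1 fit, *Angptl2* with that fit and the replicate block, and *Lum*, *Myh11* and *Mdk* with that fit. Recovered reads, chosen after seeing the values, call *Angptl2*, *Lum*, *Myh11*, *Mdk* and *Tagln* there and drop 16 of the 46; the term for Y-linked expression, also chosen after seeing the values, calls *Angptl2*, *Lum* and *Myh11* and drops 20. *Dcn*, *Gpnmb* and *Tpm2* are called there in no alternative. Of the 92 genes the paper keeps as not following *Rpe65*, 29 have a correlation of at least 0.5 with it; the highest is 0.705, and its square 0.497.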

Other observations

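The tests on pigmented tissue, on smooth muscle alone, on the lower slow adapters in 14-48h-JFJ, on GC content for the lower slow adapters alone, on the code series for the higher and the lower slow adapters apart, on surface epithelium for the higher ones and on Y-linked expression were chosen only after the result was seen.
Genes of the circadian clock moved both ways after 6 h at 7% oxygen, 7 of 18 higher and 3 lower (7 and 3 adjusted over the list alone, camera adjusted p = 0.102). The repressor genes *Ciart* and *Cry1* rose by log2 fold changes of 1.23 (SE 0.11, adjusted p = 4.53e-07) and 0.55. Of 21 genes of the unfolded protein and integrated stress response 10 fell and 1 rose (10 and 1 adjusted over the list alone, median −0.24, camera adjusted p = 0.013, adjusted p = 0.356 with an estimated correlation). These include the chaperone genes *Creld2*, at −0.65, and *Pdia4*, at −0.62. Of 81 genes of oxidative phosphorylation 21 fell and 9 rose (20 and 8 adjusted over the list alone, camera adjusted p = 0.908), and of 11 mitochondrially encoded genes 1 fell and 1 rose (camera adjusted p = 0.794). After 11 weeks at 14% oxygen 18 of the genes of oxidative phosphorylation were higher and 1 lower (36 and 1 adjusted over the list alone, median 0.09, adjusted p = 0.247 with an estimated correlation). Cytosolic ribosomal protein genes were then higher in 5 cases and lower in 0 (30 and 0 over the list alone, adjusted p = 0.432 with an estimated correlation).
The 87 slow adapters changed after 6 h and 48 h at 14% oxygen and not after 11 weeks; against 14% oxygen as such speaks, for the 60 lower genes, that their median in 14-48h-JFJ over normoxia is −0.10, with the same oxygen and duration. GC content as the whole cause is argued against too, since 58 of the 87 stay called in 14-06h-ZH after the trend on GC content is removed, among them all 27 higher genes. Of the lower genes 31 stay called. Their median GC content is 62.7%, above the 90th percentile of all genes tested (58.0%), as a GC effect needs, and their median fold change moves from −1.42 to −1.05 (quartiles −1.93 and −1.21 before, −1.70 and −0.62 after). Of the calls that ended 18 fell short in fold alone, 8 in fold and adjusted p and 1 in adjusted p alone, and 2 genes have no GC content; for the lower genes a GC effect cannot be told apart from hypoxia. The code series shared by 14-06h-ZH and 14-48h-ZH may differ from all other libraries, which predicts little change of the slow adapters in 07-06h-ZH. Their signed median there is −0.005, against 1.44 in 14-06h-ZH, so the test planned beforehand goes with such a difference. For the 27 higher genes alone, a difference confined to this series is argued against by their medians in the hypobaric groups over normoxia. These are 1.48 in 14-07w-JFJ (quartiles 1.09 and 1.80, 12 called) and 0.85 in 14-48h-JFJ (6 called). Each hypobaric group has a series of its own, so a series difference from normoxia stays open for these genes too. More surface epithelium (cornea and conjunctiva) in the samples stays open for the higher genes, of which 14 are among its markers: these markers rose in 14-06h-ZH, 14-48h-ZH and 14-07w-JFJ over normoxia, by 1.04, 0.67 and 1.17, and were at 0.68 in 14-48h-JFJ (adjusted exact p = 0.0574) and 0.06 in 14-11w-ZH. Surface epithelium genes that are not in the paper's tables have medians of 0.37 and 0.26 at 6 h and 48 h (upper quartiles 0.86 and 0.48), where 0.77 and 0.63 are needed, but within the groups the higher genes follow their mean with a median r of 0.62. For the 60 lower genes the code series is a candidate explanation that stays open, with medians of 0.07 in 07-06h-ZH, −0.10 in 14-48h-JFJ and −0.04 in 14-07w-JFJ, and a response specific to mild hypoxia at normal pressure stays open beside it.
The 17 genes that the paper lists as higher in hypobaric hypoxia at both times have medians of 1.77 and 1.76. For more tissue of stroma, smooth muscle and surface epithelium together as the whole source, 47 of its markers outside the list were to reach at least 0.88. Their medians are 0.27 and 0.32 (upper quartiles 0.70 and 0.60), below this limit, but the listed genes follow them across the 12 hypobaric mice (median r 0.69). The test cannot decide, since the limit is set by the median of the listed genes, which were chosen on these samples for a high fold change. With the 5 listed markers kept in, the medians are 0.32 and 0.38 (upper quartiles 0.76 and 0.77). Smooth muscle alone stays open: 15 of its markers, listed ones kept in, have medians of 0.44 and 0.64, but upper quartiles of 1.11 and 1.38, and the listed genes follow the 12 unlisted ones with a median r of 0.84 (at least 0.5 in 15 of 17). More pigmented tissue (pigment epithelium, iris or choroid) in the hypobaric samples may explain 15 of the 17: its 24 unlisted markers have medians of 1.92 and 2.13, and the listed genes follow their mean with a median r of 0.90. The exceptions are *Gm10073* and *Gm9843*, both ribosomal protein pseudogenes. An effect of pressure on pigmented tissue or on its share in the sample, and the code series, stay open and untested.
Only 6 genes are called after 11 weeks at 14% oxygen. The normoxic mice share a code series and an age with the mice of 11 weeks and not with the other hypoxic mice, and no test decides whether this lowers the count: 14-48h-ZH over 14-06h-ZH, also within a series, calls 11 genes, but both groups are at 14% oxygen. Normoxia and 14-11w-ZH are also the only groups with Y-linked expression in all 6 mice. Sex as the whole cause of the larger numbers in 14-06h-ZH and 14-48h-ZH is argued against: with Y-linked expression as a term beside the group, 131 of the 163 genes of 14-06h-ZH and 102 of the 136 of 14-48h-ZH stay called, of 171 and 140 in all. In 14-48h-JFJ 11 of 42 stay called (21 in all) and in 14-07w-JFJ 27 of 47 (45 in all), so that for 14-48h-JFJ a share of sex in the count stays open. Adaptation over 11 weeks and series cannot be told apart, since no group of short hypoxia shares its series with normoxia.
In each comparison at most 2 of the 100 splits drawn, of 462 possible, gave as many called genes as the real groups did. For both comparisons of 14-07w-JFJ another split gave more, so chance is not excluded there as the source of the count. In the other comparisons only the real split reached its count, which argues against chance, least so in 14-48h-ZH over 14-06h-ZH. Of 100 splits of the 12 mice, 1 split, the real one, has as many in 07-06h-ZH (710, highest other 255), 14-06h-ZH (163 and 66), 14-48h-ZH (136 and 4), 14-11w-ZH (6 and 1) and 14-48h-JFJ (42 and 1) over normoxia, in 14-48h-JFJ over 14-48h-ZH (219 and 1) and in 14-48h-ZH over 14-06h-ZH (11 and 9). In 14-07w-JFJ 2 splits do, both over normoxia (47, highest other 93) and over 14-11w-ZH (40, highest other 73). The split with 93 exchanges replicate 1 of Normoxia with replicate 6 of 14-07w-JFJ, and the split with 73 puts replicates 3 and 4 of 14-11w-ZH with replicates 1, 2, 3 and 5 of 14-07w-JFJ. Pigment cell content was 3.281 in that mouse of Normoxia, the highest of its group. In 14-07w-JFJ it was 1.157 in replicate 6 and 1.495 in replicate 4, against 3.649 to 4.011 in the other 4. These splits point to a structure among the samples besides the groups.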
